# Estrogen impacts NOD2-dependent regulation of intestinal homeostasis

**DOI:** 10.1371/journal.pbio.3003766

**Published:** 2026-06-09

**Authors:** Mckenna Eklund, Edan Foley

## Abstract

Mutations in the innate immune receptor NOD2 are the greatest single genetic risk factor for Crohn’s disease, yet the mechanisms by which NOD2 regulates intestinal homeostasis remain unclear. We used a CRISPR-generated zebrafish model to determine the impacts of NOD2 deficiency on intestinal health. In cellular, molecular, and transcriptomic studies, we uncovered substantial effects of NOD2 deficiency on epithelial and immune compartments, including deregulated expression of developmental pathways that establish and maintain the gut epithelium, and an unexpected increase in the expression of multiple estrogen-response genes. In functional assays, we uncovered a mechanistic link between estrogenic signals and NOD2-deficiency phenotypes, whereby exposure to estrogen alone replicated the effects of NOD2-deficiency, and treatment with the estrogen receptor modulator tamoxifen reverted the epithelial defects observed in *nod2* mutants. Our findings identify a NOD2-estrogen regulatory axis that supports intestinal homeostasis and suggest that hormonal signaling may contribute to sex-specific aspects of Crohn’s disease.

## Abstract 2

Crohn’s disease is associated with mutations in the innate immune receptor NOD2, but the mechanisms underlying NOD2 regulation of intestinal homeostasis remain unclear. This study shows that NOD2 interacts with estrogen to regulate intestinal homeostasis and suggests that hormonal signalling may contribute to the sex-specific pathogenesis of this disease.

## Introduction

Crohn’s disease (CD) is a chronic inflammatory disorder of the gastrointestinal tract with significant public health implications. The prevalence and incidence of CD continue to rise in North America and Europe, with particularly notable increases observed in developed and urbanized regions [1]. Mutations in the Nucleotide-binding Oligomerization Domain containing 2 (NOD2) locus are the most significant genetic risk factor for CD [2–5], increasing disease susceptibility by 15- to 40-fold and contributing to heightened risk of colorectal cancer [6,7].

Early studies proposed that NOD2 functions in Paneth cells to regulate antimicrobial peptide production, particularly α-defensins [8–11], in response to muramyl dipeptide (MDP) derived from bacterial peptidoglycan [12,13]. However, follow-up investigations suggested that defensin loss may be a consequence, rather than a cause, of CD, prompting a broader re-evaluation of NOD2’s intestinal function [14–16]. Emerging evidence indicates that NOD2 plays a role in regulating intestinal stem cell (ISC) dynamics, particularly under stress conditions [17]. ISCs express high levels of NOD2 [18], NOD2 is essential for stem cell proliferation in mouse models of T cell-induced enteropathy [19], and NOD2 is essential for microbe-induced epithelial regeneration in malnourished models [20]. Despite these insights, it is unclear if NOD2 supports ISC function and epithelial renewal under steady-state conditions.

To investigate how NOD2 regulates intestinal homeostasis, we used zebrafish (*Danio rerio*), a well-established and genetically tractable model of human intestinal biology and disease [21,22]. Zebrafish and mammalian intestines share conserved immune and developmental pathways [23–29], including key components of NOD2 signaling [30]. Importantly, zebrafish offer unique advantages for examining epithelial interactions in vivo: their optical transparency enables live imaging of intestinal architecture. Additionally, zebrafish replicate pharmacologically actionable CD phenotypes [31,32].

In this study, we combined single-cell RNA sequencing, targeted gene expression analysis, and in vivo functional assays to investigate the involvement of NOD2 in intestinal epithelial proliferation, differentiation, and cell survival under homeostatic conditions. Our data uncovered a NOD2–estrogen axis that is critical for intestinal homeostasis and host responses to colitogenic stress, providing insights into the cellular mechanisms underlying NOD2-associated intestinal dysfunction and sex-specific variations in disease.

## Results

### NOD2 deficiency reduces intestinal length but does not alter microbiota composition in zebrafish

To investigate the role of NOD2 in intestinal homeostasis, we used CRISPR-Cas9 mutagenesis to generate *nod2* mutant zebrafish that harbor a 4-base pair deletion in the first coding exon, resulting in a frameshift and premature stop codon that produces a severely truncated, non-functional NOD2 protein (Fig 1A). Adult *nod2*^*−/−*^ zebrafish were homozygous viable and showed modest drops in body weight and standard body length by six months (Fig 1B and 1C). In contrast, *nod2*^*−/−*^ adults exhibited an approximately 20% reduction in total intestinal length (Fig 1D). This reduction remained significant after normalization to either body length or body weight, indicating a genotype-specific decrease in relative gut size rather than a secondary effect of overall body scaling (Fig 1E and 1F). Histological analysis suggested architectural differences in the mutant intestine, including reduced epithelial fold height and altered mucosal organization (S1 Fig), features that are examined in more detail in later figures. Using a custom-made rabbit anti-zebrafish NOD2 antibody, we confirmed intestinal NOD2 protein expression in 4-month-old adult WT intestines and validated the absence of functional NOD2 protein in *nod2*^*−/−*^ mutants (S1 Fig).

**Fig 1:**
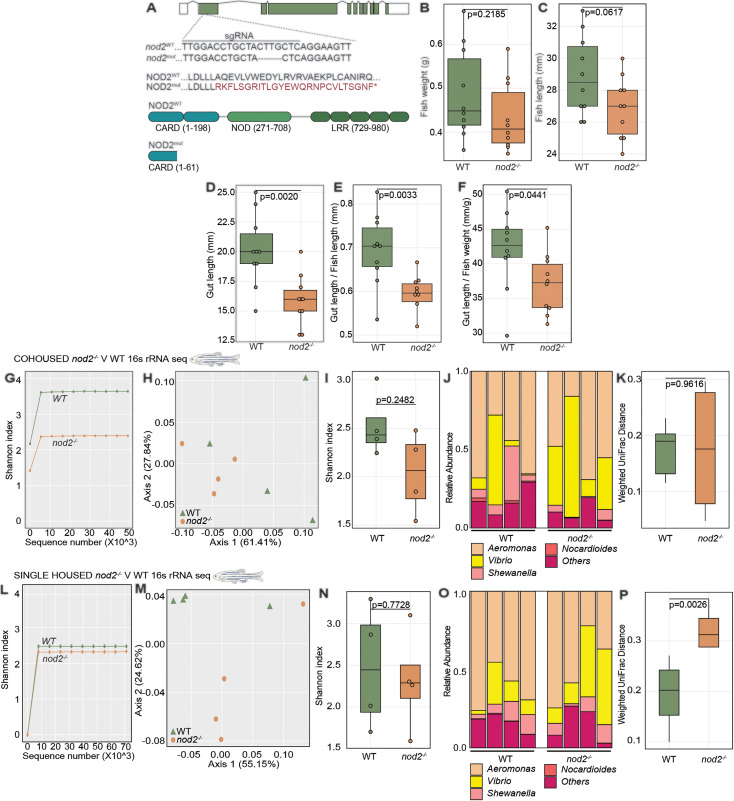
Generation of a nod2-deficient zebrafish model reveals reduced gut length without major microbiome disruption. **A)** Schematic illustration of the *nod2* transcript structure with all introns and exons (coding DNA in green). A sgRNA targeting exon 2 of nod2, within the region encoding the first CARD domain, was used to generate a 4-base pair deletion via CRISPR-Cas9. Measurements of **B)** fish weight, **C)** fish length, and **D)** gut length of 6-month-old adult WT and *nod2*^*−/−*^ zebrafish in-crossed siblings; *nod2*^*−/−*^ zebrafish exhibit significantly shorter gut lengths compared to WT, while body weight and length is comparable. **E, F)** Gut length normalized to body length **(E)** and body weight **(F)** showing reduced relative gut size in *nod2*^*−/−*^ fish after size adjustment. **G–K)** Microbiota analysis of 6-month-old adult cohoused WT and *nod2*^*−/−*^ intestines by 16S rRNA sequencing. Rarefaction curves (G), PCoA plot of beta diversity (H), Shannon index score of each genotype as a measure of alpha-diversity (I), relative abundance of dominant bacterial genera (J), and weighted UniFrac distances of beta-diversity (K) show no major differences between genotypes. **L–P)** Microbiota analysis of 6-month-old adult single-housed WT and *nod2*^*−/−*^ intestines. Rarefaction curves (L), PCoA plot (M), Shannon index (N), relative abundance of bacterial genera (O), and weighted UniFrac distances (P) demonstrate comparable alpha diversity but genotype-associated differences in beta diversity and community composition. P-values were calculated using the Mann-Whitney U test. Each bar in relative abundance plots represents an individual intestine. Icon indicates the developmental stage at which the experiment was performed. The data underlying the graphs in Figure B–F are available in S1 Data, those for Figure G–K in S2 Data, and those for Figure L–P in S3 Data.

As interactions between NOD2 and sex are minimally defined, we initially used mixed-sex in-crossed sibling cohorts to define genotype-dependent intestinal phenotypes. Where later experiments identified sex-dependent variation, follow-up analyses were performed with sex recorded and analyzed explicitly. To determine if NOD2 deficiency modifies microbiome composition in zebrafish, we performed a deep-sequencing analysis of the V4 region of the bacterial 16S rRNA gene from 6-month-old adult WT and *nod2*^*−/−*^ siblings. Under cohousing conditions, NOD2 loss did not have discernible effects on microbiota composition, representation, or diversity (Fig 1G and 1K). In contrast, when genotypes were maintained in separate tanks on the same recirculating water system under otherwise identical conditions, mutants showed comparable alpha diversity, but modest differences in beta diversity and relative taxonomic abundance relative to wildtype counterparts (Fig 1L and 1P). These findings mirror data from mice [15,33–35], and highlight the utility of fish for examining homeostatic roles of NOD2.

### High-resolution profiling of NOD2-deficient intestines uncovers early immune and epithelial alterations

To better determine the impacts of NOD2 deficiency on gut homeostasis, we performed single-cell RNA sequencing on whole intestines dissected from 6-month-old co-housed, WT, and *nod2*^*−/−*^ siblings derived from a heterozygous in-cross (2 males and 3 females in each group), effectively minimizing artefactual impacts of sex, environment, and genetic variability. 

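Single-cell RNA sequencing compared 1 WT library with 1 nod2−/− library, each made from the pooled intestines of 5 cohoused fish, so the comparison between genotypes has no replicate. Each transcript that was copied in a droplet received a unique molecular identifier (UMI), and the authors deposited the UMI counts per gene and cell as Cell Ranger made them, without normalization. The WT library holds 5891 cells with 34052268 UMIs and a median of 3400 UMIs per cell, and the nod2−/− library holds 5599 cells with 22244173 UMIs and a median of 1940. No cell has fewer than 500 UMIs, while 3424 WT and 2430 nod2−/− cells exceed the upper limit of 2500 UMIs given in the methods and 447 WT and 315 nod2−/− cells exceed 25% mitochondrial UMIs, so the deposited cells precede that filter. All deposited cells were analyzed. The filter as worded keeps 5124 of the 11490 cells that the paper counts, so it did not give the set that the paper clustered, and it was run as an alternative. UMIs were summed over the cells of a class in each library and divided by the total of that class to give a level in CPM. Log2 ratios are those of nod2−/− CPM to WT CPM, and they are given with 95% exact intervals that cover counting error only, not variation between fish. No p-value was computed. Where a gene had 0 UMIs in one library, its fold difference was computed against 3 UMIs and is given as a lower limit. This limit allows for counting error in the library with 0 UMIs only. Where the other library has few UMIs, the difference can be smaller or absent. The targeted gene, nod2 (ENSDARG00000010756), had 139 UMIs in WT cells and 75 in nod2−/− cells, which is 4.08 and 3.37 CPM and a log2 ratio of -0.28 (95% interval -0.70 to 0.14). UMI counts do not show the frameshift deletion of the mutant allele, so this level cannot check the genotype of either library.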

As zebrafish intestines are comparatively small but contain most cell types found in mammalian guts [23,27], this approach allowed us to characterize the consequences of NOD2 deficiency for all major intestinal cell types. 

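Both libraries were integrated with Seurat's canonical correlation anchors and clustered on 1936 variable genes. Genes set down beforehand for reporting had been kept out of these unless they were fixed cell type markers. Genes named only for their large ratios were picked later and had not been kept out. The settings of the methods, 50 principal components and a resolution of 0.8, gave 27 clusters. Marker genes fixed beforehand named 12 classes, namely enterocytes, lysosome-rich enterocytes, BEST4 cells, goblet cells, progenitors, cycling progenitors, tuft cells, enteroendocrine cells, stromal cells, leukocytes, pancreatic acinar cells and hepatocyte-like cells. The rule that scores the markers was changed after the contents of the clusters and their cells per library had been seen, and under its last form clusters 19, 23 and 25 have no name. Cluster 19, led by krt91, krt15 and cnfn, holds 36 WT and 66 nod2−/− cells (0.611% and 1.18% of the libraries) and would be a goblet cluster under the earlier form. Cluster 23 holds 39 and 32 cells (0.662% and 0.572%) and carries all 7 acinar markers, but its leading genes lie far above them. Cluster 25, with some leukocyte markers, holds 14 and 35 (0.238% and 0.625%). The goblet cluster 24 and the enterocyte clusters 2, 4 and 6, which hold 1031, 946 and 706 cells, have no marker among their 10 leading genes, and the cycling progenitor cluster 18 is led by fabp6, a marker of lysosome-rich enterocytes. The doublet caller made 0 automatic calls in both libraries, so no rate of doublets is known and no cell was removed.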

In total, we generated high-quality transcriptomic data for 11,490 cells, that resolved into 13 distinct transcriptional clusters (Fig 2A and 2B) based on established markers from both zebrafish [23] and mammalian gut studies [27,36], including critical immune-regulatory epithelial, stromal, and hematopoietic lineages. Although *nod2* mRNA levels were below detection thresholds, our data revealed broad expression of NOD2 pathway components and signatures of activation across epithelial and immune subsets, closely paralleling expression patterns reported in the human intestine (S2 Fig). 

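The gene nod2 was counted in several classes. In epithelial cells it had 118 WT and 60 nod2−/− UMIs, 3.82 and 3.01 CPM, with a log2 ratio of -0.34 (95% interval -0.82 to 0.12). In leukocytes there were 9 and 6 UMIs (8.36 and 5.20 CPM), and in stromal cells 2 and 7. Among the alternatives, the filter worded in the methods moved the epithelial ratio most, to a log2 ratio of 1.30. Of the components of the pathway, erbin (ENSDARG00000044281) had the most epithelial UMIs, 5178 in WT and 3129 in nod2−/− cells (168 and 157 CPM), and it reached 266 and 212 CPM in leukocytes. The adaptor kinase gene ripk2 (ENSDARG00000104290) was counted at 2.52 and 2.41 CPM in epithelial cells and had 4 and 11 UMIs in leukocytes. A list of pathway genes written beforehand, of which 19 are in the files, had a median log2 ratio of -0.15 in epithelial cells, at percentile 10.0 of 10000 random lists matched on mean CPM, and of -0.20 without the offset of 5 CPM that damps genes with few UMIs. In leukocytes the median was -0.14, at percentile 18.1, and -0.15 without the offset. The epithelial median turned to 0.13 under the filter worded in the methods.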

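Shares were taken over all deposited cells of a library, with exact binomial intervals. Goblet cells were 6.77% of the WT library (399 cells, 95% interval 6.14% to 7.44%) and 3.09% of the nod2−/− library (173 cells, 2.65% to 3.58%), a log2 ratio of -1.13 (-1.40 to -0.87). With cluster 19 counted among them, as before the change of the naming rule, that ratio was -0.79. Leukocytes were 13.7% of WT (806 cells, 12.8% to 14.6%) and 19.3% of nod2−/− cells (1081 cells, 18.3% to 20.4%), a log2 ratio of 0.50 (0.36 to 0.63). The alternative that moved most shares furthest was the filter worded in the methods, under which the ratio was -1.62 for goblet cells and 0.07 (-0.07 to 0.21) for leukocytes. Stromal cells were 1.56% and 4.32% of the libraries, a log2 ratio of 1.47 (1.12 to 1.83), whereas enterocytes were 46.6% and 42.0%, and progenitors had a log2 ratio of 0.03 (-0.23 to 0.29). Pancreatic acinar cells numbered 244 in the WT and 10 in the nod2−/− library, a log2 ratio of -4.54 (-5.61 to -3.63). These counts leave out the 39 WT and 32 nod2−/− cells of cluster 23, with which the fall would be smaller. Hepatocyte-like cells numbered 2 and 20, a log2 ratio of 3.40 (1.35 to 6.54). How much such shares vary between dissections of the same genotype is not known from 1 library each.

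**Figure D1:**
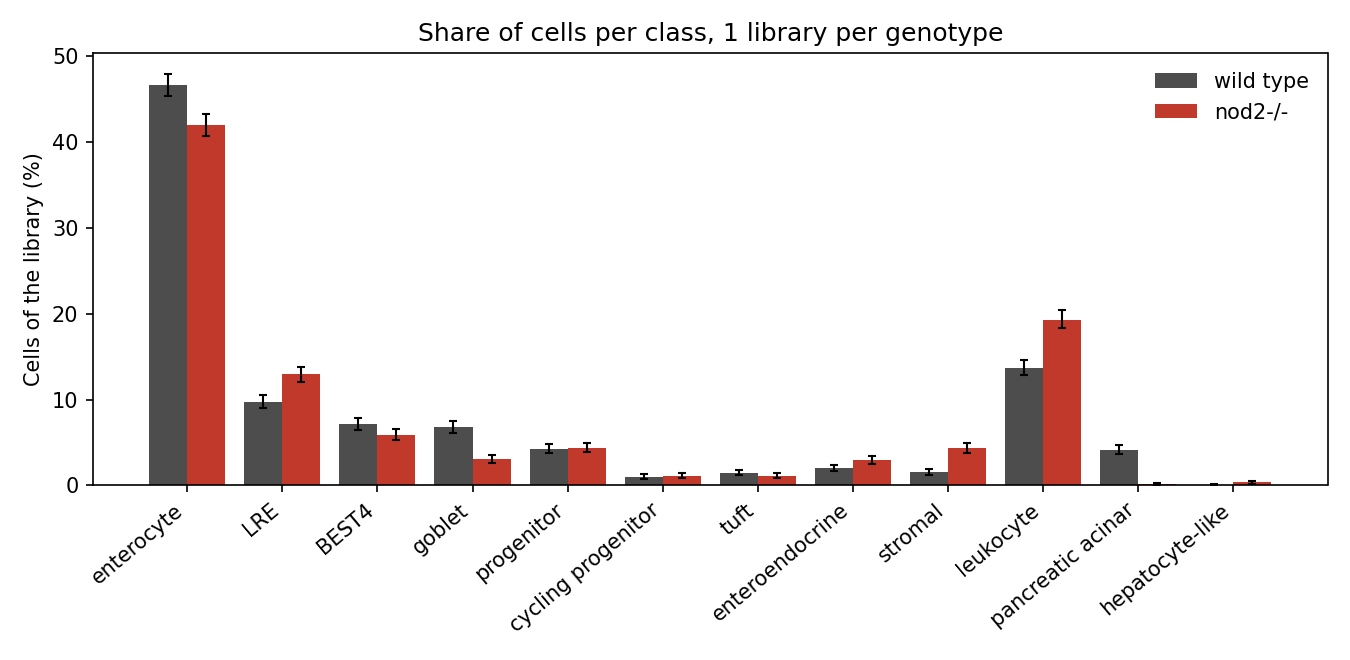
Share of the cells of each library (y axis, percent) that fall in each class (x axis), with WT in gray and nod2−/− in red. Bars start at 0, error bars are 95% exact binomial intervals for counting error in 1 library per genotype, and cells of the clusters without a name (1.51% of WT and 2.38% of nod2−/− cells) are not drawn.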

Gene ontology analysis uncovered widespread transcriptional changes in *nod2*^*−/−*^ intestines, with impacts on processes related to growth, development, and survival across epithelial and immune compartments, as well as modest shifts in cell type proportions, including apparent decreases in goblet cell numbers and increases in leukocyte abundance (Fig 2C and 2D).

**Fig 2:**
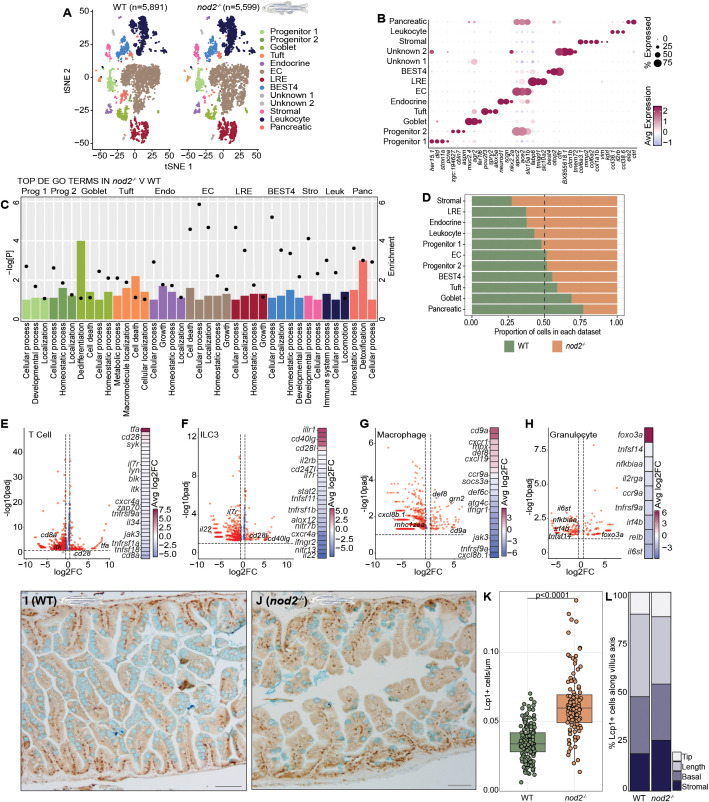
NOD2 deficiency alters intestinal epithelial and immune cell transcriptional programs. **A)** Individual 2D t-distributed stochastic neighbor embedding (tSNE) projections of 11,490 intestinal cells color-coded by cell type, including progenitors, absorptive enterocytes (ECs), lysosome-rich enterocytes (LREs), goblet cells, tuft cells, stromal cells, and others. **B)** Dotplot representation of the expression levels of established markers in the indicated cell types. **C)** Representation of the top gene ontology terms associated with DE genes in *nod2*^*−/−*^ intestines relative to WT sibling controls for each cell type. Relative enrichment scores are indicated by bar length and negative log *P*-values are shown with closed circles. **D)** Bar plot displaying the proportional representation of each cell type in WT and *nod2*^*−/−*^ datasets. **E–H)** Volcano plots of DE genes in *nod2*^*−/−*^ intestines relative to WT sibling controls in the indicated cell type (genes upregulated in *nod2*^*−/−*^ appear on the right; downregulated genes appear on the left). Only genes with absolute log_2_ fold change greater than 0.25 and adjusted *p*-value ≤0.05 are shown. Heatmaps display scaled expression values of top immune-related genes across each cell type. **I, J)** Immunohistochemical staining and **K)** quantification of Lymphocyte Cytosolic Protein 1 (Lcp1)^+^ cells per μm in co-housed 18-month-old WT and *nod2*^*−/−*^ intestines (*n* = 5 zebrafish per genotype). Multiple regions of interest were analyzed per fish and all measurements are displayed. For statistical evaluations, measurements were averaged per fish and averaged measurements were used to assess significance. Scale bars = 100 μm. **L)** Spatial distribution of Lcp1⁺ cells along the intestinal fold axis, expressed as the percentage of total Lcp1⁺ cells localized to villus tip, villus length (mid), basal, and stromal compartments for each genotype. *P*-values were calculated using Mann–Whitney *U* test. Icon indicates the developmental stage at which the experiment was performed. The data underlying the graphs in Figure B–H are available in S4 Data, and those in Figure K–L are available in S5 Data.

Given the central role of gut-associated leukocytes in CD [37,38] and the high expression of NOD2 in intestinal immune cells [39–43], we elected to characterize the effects of NOD2 deficiency on leukocyte transcriptional states in greater detail (Fig 2E–2H). 

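Leukocytes were clustered again on their own at the same settings and formed 11 sub-clusters, with a median of 1104.5 UMIs per WT leukocyte and 903 per nod2−/− leukocyte. Fixed markers named T cells (140 WT and 166 nod2−/− cells), macrophages (55 and 122), granulocytes (17 and 24) and type 2 innate lymphoid cells (22 and 38). The T cell sub-cluster has no fixed marker among its 10 leading genes. Of the 5 T cell markers fixed beforehand, trac and cd3eb are not among the genes counted, so the name rests on lck, sla2 and bcl11ba. Sub-clusters 0 and 3, with 543 and 236 cells, carried these 3 T cell markers as well but were left without a name. Their median UMIs were low and no marker was among their 10 leading genes. Sub-cluster 6, with 91 cells, also carried all 3, but its leading genes lay far above them. No sub-cluster met the rule for type 3 innate lymphoid cells (ILC3s). The sub-cluster of at least 50 cells with rorc among its leading genes and at the highest level, 1569 CPM, was used in their place as the rorc sub-cluster, and it holds 82 WT and 172 nod2−/− cells, which is 10.2% (95% interval 8.17% to 12.5%) and 15.9% (13.8% to 18.2%) of the leukocytes. With 30 principal components the sub-cluster chosen in this way held 9.27% of WT and 6.00% of nod2−/− leukocytes, the opposite direction. That choice had 143 cells at medians of 644 WT and 581 nod2−/− UMIs, against 1461.5 and 1175.5 here, so it may hold other cells. In every other clustering or naming setting the nod2−/− share was the higher. The largest sub-cluster without a name holds 30.5% of WT and 27.5% of nod2−/− leukocytes. The others without a name hold 14.5% and 11.0%, 7.57% and 3.70%, 5.33% and 4.44%, 2.48% and 4.53%, and 0.372% and 0.555%.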

Gut-associated leukocytes were identified based on transcriptional clustering and canonical immune marker gene expression (S3 Fig). 

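In the T cell sub-cluster, the gene for the cytotoxic co-receptor chain cd8a (ENSDARG00000044797) had 30 UMIs in WT and 2 in nod2−/− cells, a log2 ratio of -3.62 (95% interval -6.73 to -1.64). The kinase genes zap70 (ENSDARG00000015752) and itk (ENSDARG00000017565) had 31 and 13 UMIs, with a log2 ratio of -0.96 (-2.02 to 0.01), and 23 and 18 UMIs, with a log2 ratio of -0.06 (-1.04 to 0.89). At a resolution of 0.4, which left 32 WT and 37 nod2−/− T cells, zap70 turned to 1.23 and itk fell to -2.90. The co-stimulatory receptor gene cd28 (ENSDARG00000095070) had 2 and 5 UMIs, a log2 ratio of 1.61 whose interval includes 0. For tfa (ENSDARG00000016771), which is also a hepatocyte marker, the 0 and 4 UMIs allow no direction. With sub-clusters 0 and 3 added to the T cells, a choice made after the values were seen, the log2 ratios were -3.89 for cd8a, -0.95 for zap70 (-1.82 to -0.14) and -0.37 for itk (-0.92 to 0.17), and tfa had 0 and 16 UMIs, at least 5.94-fold higher. In the rorc sub-cluster, il22 (ENSDARG00000045673) had 2 UMIs in WT and 3 in nod2−/− cells, at or under the limit of 3 UMIs, so no fold is given. The receptor gene il7r (ENSDARG00000078970) had 44 and 45 UMIs, 352 and 220 CPM, with a log2 ratio of -0.68 (-1.31 to -0.05). That ratio ranged from -0.90 to -0.44 over 13 alternatives. The median log2 ratio of 4276 genes in this sub-cluster was itself -0.20. In granulocytes, the inhibitor gene nfkbiaa (ENSDARG00000005481) had 61 and 18 UMIs and a log2 ratio of -2.02 (-2.87 to -1.24), against -0.16 over all leukocytes. Of the other genes shown for granulocytes, relb had 2 and 3 UMIs, foxo3a 1 and 1, and irf4b and tnfsf14 had 0 in both libraries. Over all leukocytes, relb (ENSDARG00000086173) had 114 and 63 UMIs, a log2 ratio of -0.96 (-1.42 to -0.50).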

We discovered notable impacts of NOD2 deficiency on expression of co-stimulatory and cytotoxic markers in T cells (Fig 2E); reduced expression of *il22* and *il7r* in ILC3s (Fig 2F); and dysregulated NF-κB signaling in granulocytes (Fig 2H). In macrophages, expression of the CD-linked cytokine *cxcl8b.1* was significantly downregulated, while fibrosis and autophagy-associated genes (*cd9a*, *atg4c*) were upregulated (Fig 2G). Additionally, *nod2*^*−/−*^ IECs exhibited altered expression of chemokines (e.g., *cxcl8a.6, ccl20b, cxcr3.1*) and cytokine signaling components (e.g., *il2rga*, *il17rc*, *il34*, S4A and S4B Fig), while stromal cells altered transcripts related to leukocyte activation and adhesion (e.g., *cd74a*, *cd248a*, S4A and S4B Fig), pointing to substantial, intestine-wide shifts in the immune landscape of NOD2-deficient adults.

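Macrophages numbered 55 in WT and 122 in nod2−/− intestines and together held 120433 and 195124 UMIs. None of these UMIs was from cxcl8b.1 (ENSDARG00000102299), which allows up to 24.9 CPM in WT and 15.4 CPM in nod2−/− macrophages, so a change in this gene was not detectable at this depth. For cd9a (ENSDARG00000005842), WT macrophages had 0 UMIs and nod2−/− macrophages had 9, at least 1.85-fold higher before the counting error of these 9 UMIs. For atg4c (ENSDARG00000044373) there were 5 and 3 UMIs, a log2 ratio of -1.43 whose 95% interval runs from -4.12 to 0.93. Over all leukocytes, cd9a had 25 UMIs in each library, with a log2 ratio of -0.10 (-0.96 to 0.76), and atg4c had 14 and 5 UMIs, with a log2 ratio of -1.59 (-3.41 to -0.03).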

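Among epithelial cells, cxcl8b.1 had 809 UMIs in WT and 864 in nod2−/− cells, 26.2 and 43.3 CPM, and a log2 ratio of 0.73 (95% interval 0.59 to 0.87), which ranged up to 1.76 over 13 alternatives. The gene cxcl8a.6 is not among the 25432 genes of the deposited files. Lower levels in nod2−/− cells were counted for ccl20b (ENSDARG00000094511), with a log2 ratio of -0.46 (-0.95 to 0.02), for cxcr3.1 (ENSDARG00000078177), with -0.85 (-1.07 to -0.62), for il17rc (ENSDARG00000099902), with -0.52 (-0.69 to -0.35), and for il34 (ENSDARG00000091003), with -0.97 (-1.40 to -0.57). Over the alternatives ccl20b ranged from -0.87 to -0.08, cxcr3.1 from -0.88 to -0.32, il17rc from -0.56 to -0.26 and il34 from -1.37 to -0.86. A further identifier with the symbol cxcr3.1 had 2 and 0 UMIs. The receptor gene il2rga (ENSDARG00000068858) rose from 32 to 49 UMIs, a log2 ratio of 1.25 (0.58 to 1.94), at 1.04 and 2.46 CPM where leukocytes had 140 and 129 CPM. The 26 identifiers of the S4B Fig list for epithelial cells, which the paper drew from these libraries, had a median log2 ratio of -0.44 at percentile 0 of the random lists, with 22 of them lower in nod2−/− cells, and -0.54 without the offset and with genes at 0 in one library at their limit. In stromal cells, cd74a (ENSDARG00000009087) had 0 UMIs among 92 WT cells and 79 among 242 nod2−/− cells, at least 11.6-fold higher. Leukocytes had 2497 and 2944 CPM of cd74a. For cd248a (ENSDARG00000103713) the stromal UMIs were 1 and 21, a log2 ratio of 3.20 (0.57 to 8.57). The 13 identifiers of the stromal list went both ways, 7 lower with a median of -1.08 and 6 higher with a median of 2.09, so their joint median of -0.54 (-0.58 with genes at their limit), at percentile 1.26, gives no direction.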

To evaluate the in vivo consequences of these transcriptional shifts, we used immunohistochemistry to quantify the abundance of cells that express the pan-leukocyte Lcp1 marker in 18-month-old NOD2-deficient guts and WT controls (Fig 2I and 2J). Consistent with the widespread impacts of NOD2 deficiency on leukocyte transcriptional states, we observed a significant accumulation of Lcp1⁺ cells in aged *nod2*^*−/−*^ intestines relative to wildtype controls (Fig 2K), confirming that NOD2-deficienct intestines harbor a larger population of functionally dysregulated immune cells.

To define the effects of NOD2 deficiency on leukocyte accumulation within the intestine, we stratified Lcp1⁺ cells by anatomical position along the intestinal fold axis, separating villus tip, villus length (mid), basal, and stromal compartments (Fig 2L). This spatial analysis showed that the increase in Lcp1⁺ cells in *nod2*^*−/−*^ intestines was distributed across epithelial and stromal regions rather than confined to a single niche, consistent with broad immune compartment remodeling rather than a purely localized infiltrate.

### NOD2 regulates intestinal epithelial progenitor dynamics

Alongside anticipated effects on immune-regulatory leukocytes, we noted dysregulated gene expression in NOD2-deficient epithelial lineages, including prominent effects on pathways linked to cell growth, development, and survival (Fig 2C). Given the role of the intestinal epithelium in preserving immune homeostasis, we asked if NOD2 modifies epithelial renewal. To answer this question, we focused on cellular features associated with tissue replenishment, starting with progenitor cell proliferation. 

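In the 252 WT and 244 nod2−/− progenitors, wnt7ba (ENSDARG00000022858) had 5 UMIs in WT and 0 in nod2−/− cells, too few to give a direction against the limit of 3 UMIs. In cycling progenitors the same gene had 0 UMIs in WT and 5 in nod2−/− cells, at least 2.56-fold higher before the counting error of these 5 UMIs. For tgif1 (ENSDARG00000059337) progenitors had 57 and 31 UMIs, a log2 ratio of -0.07 (95% interval -0.75 to 0.59), and this gene moved furthest under the filter worded in the methods, to -0.82. For myca (ENSDARG00000045695) they had 93 and 34 UMIs, a log2 ratio of -0.64 (-1.25 to -0.06) that stayed between -0.75 and -0.56 across 13 alternatives. The 51 identifiers of the Fig. 3B list had a median log2 ratio of -0.53, below all 10000 random lists matched on mean CPM, with 49 identifiers lower in nod2−/− progenitors. With genes that had 0 UMIs in one library at their limit, the median was -0.63. The paper chose this list from these libraries, so its percentile is a description of them and not independent evidence.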

Using our single-cell RNA sequencing data, we found that NOD2 deficiency significantly attenuated the expression of key growth regulators in the progenitor cell populations (Fig 3A), including critical elements of the Wnt/β-catenin (*wnt7ba*), TGFβ (*tgif1*), and growth (*myca*) pathways (Fig 3B), suggesting that NOD2 deficiency disrupts the molecular framework required for intestinal epithelial growth and renewal. Feature plots confirmed expression of the respective genes within progenitor populations, supporting their relevance to early epithelial renewal programs (Fig 3C and 3D).

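The levels of these genes were also compared between classes. In progenitors, tgif1 had 36.7 CPM in WT and 35.0 CPM in nod2−/− cells, against 5.92 and 4.71 CPM in all epithelial cells and 64.1 and 62.4 CPM in leukocytes. The gene rel (ENSDARG00000055276) had 47.7 and 42.9 CPM in progenitors, 12.3 and 10.2 CPM in all epithelial cells and 121 and 115 CPM in leukocytes, and its log2 ratio in progenitors was -0.15 (95% interval -0.76 to 0.43), or -0.74 as the mean over cells. For myca the values were 59.9 and 38.4 CPM in progenitors, 13.7 and 8.88 CPM in all epithelial cells and 203 and 104 CPM in leukocytes.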

**Fig 3:**
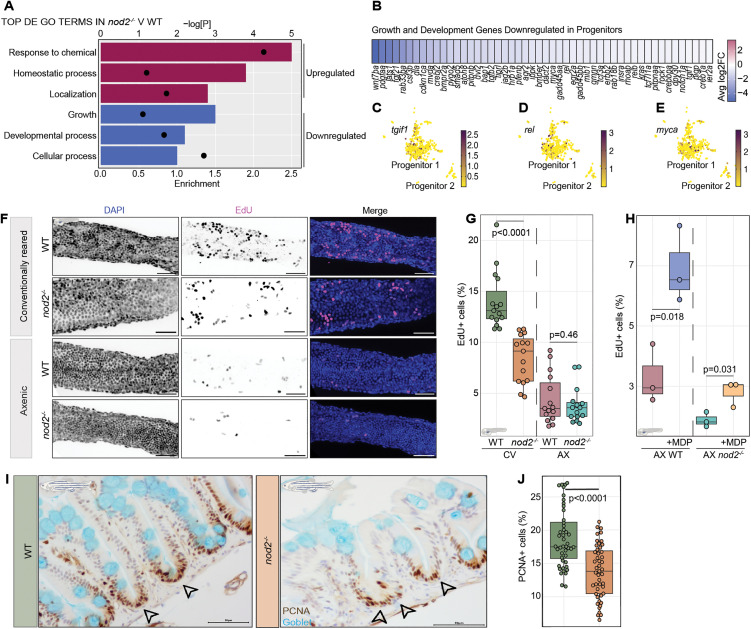
*nod2*-deficiency impairs intestinal growth and proliferation. **A)** The top three up, or downregulated gene ontology terms in *nod2*^*−/−*^ progenitor cells relative to WT controls. Relative enrichment score for each term is indicated by bar length and negative log *P*-values are shown with closed circles. **B)** Heatmap of representative growth and development gene expression in *nod2*^*−/−*^ progenitor cells relative to WT controls (for each gene adjusted *p*-value ≤0.05). **C–E)** Feature plots confirming expression of *tgif1* (C), *rel* (D), and *myca* (E) in progenitor cells. **F)** Immunofluorescence images of conventionally reared or germ-free WT or *nod2*^*−/−*^ larval intestines (7 dpf), shown in rostral-to-caudal orientation from the mid intestine. In merged false-colored images, DNA is labeled in blue and EdU in magenta. Scale bars = 35 μm. **G)** Quantification of the percentage of EdU^+^ cells in conventionally reared or germ-free WT or *nod2*^*−/−*^ larval intestines (7 dpf), determined from whole-mount confocal images by counting EdU⁺ nuclei within a standardized intestinal region of interest. Each dot represents a measurement from a single fish intestine. **H)** Flow cytometry quantification of the percentage of EdU^+^ cells in germ-free WT or *nod2*^*−/−*^ larval intestines (7 dpf) following mock or MDP treatment (1 μg/ml), using dissociated intestinal cells. One dot represents 15 zebrafish larvae guts. **I)** Immunohistochemical images of a sagittal posterior intestine section from WT and *nod2*^*−/−*^ intestines (6-month-old, cohoused adults) stained for Proliferating Cell Nuclear Antigen (PCNA – arrowheads). Sections were counterstained with Alcian blue (Goblet) and quarter-strength Hematoxylin Gill III in lavender blush (nuclei). Images are shown in rostral-to-caudal orientation. Scale bars are indicated in each panel. **J)** Quantification of % PCNA^+^ cells from WT and *nod2*^*−/−*^ intestines (6-month-old, cohoused adults, *n* = 5 zebrafish per genotype). Multiple regions of interest were analyzed per fish and all measurements are displayed. For statistical evaluations, measurements were averaged per fish and averaged measurements were used to assess significance. Scale bars = 100 μm. *P*-values were calculated using Mann–Whitney *U* test or Kruskal–Wallis test. Icons indicate the developmental stage at which the experiment was performed (larval or adult). The data underlying the graphs in the this figure are available in S6 Data.

To test putative roles for NOD2 in epithelial cell proliferation, we quantified incorporation of the S phase marker EdU in intestines of WT and *nod2*^*−/−*^ larvae at seven days post-fertilization. In this baseline comparison, we quantified EdU⁺ cells from whole-mount confocal images by counting EdU⁺ nuclei across the entire intestine, to obtain an unbiased whole-organ measure of proliferation. We discovered that NOD2 deficiency led to a 50% drop in the number of cycling cells (S5A and S5B Fig), confirming that NOD2 is required for epithelial proliferation in vivo.

To determine if this effect depends on microbial cues, we repeated the EdU labeling assay with seven-day post-fertilization axenic larvae alongside a conventionally reared control population. For these comparisons, we quantified EdU⁺ cells from whole-mount intestines by confocal imaging and counting EdU⁺ nuclei within a standardized intestinal region of interest (ROI), preserving tissue architecture and ensuring consistent quantification across rearing conditions. In agreement with a previous study [29], we found that wildtype larvae exhibited reduced proliferation under axenic conditions (Fig 3F and 3G). Furthermore, and consistent with data in S5 Fig, we observed a near 50% decline of EdU incorporation in conventionally reared *nod2*^*−/−*^ intestines relative to their wildtype counterparts. However, we also discovered that proliferation rates were equivalent between both genotypes in the absence of commensal microbes (Fig 3F and 3G), suggesting that NOD2 promotes epithelial proliferation in response to bacterial cues.

To directly test if the canonical NOD2 ligand, MDP, induces intestinal epithelial proliferation via NOD2, we used flow cytometry as an orthogonal, quantitative approach to complement whole-mount imaging and enable unbiased enumeration of cycling intestinal cells following acute ligand exposure. Using this method, we quantified EdU⁺ cells in dissociated intestines from axenic WT and NOD2-deficient larvae (7 dpf) treated with MDP. We found that MDP treatment more than doubled the number of EdU⁺ cells in axenic WT larvae, establishing it as a potent microbial cue for intestinal growth (Fig 3H). In contrast, the pro-growth effect of MDP was substantially impaired in *nod2*^*−/−*^ larvae with only a minor increase in EdU⁺ cells, demonstrating that the MDP-NOD2 axis links microbial sensing to ISC proliferation.

We then assessed proliferation in WT and NOD2-deficient 6-month-old adults using PCNA labeling, which marks cells in the S phase of the cell cycle. Here, we once more observed a significant reduction in proliferative PCNA⁺ cells in intestines of NOD2-deficient adults relative to WT controls (Fig 3I and 3J). Stratification by sex revealed that this reduction was evident in both males and females, with a stronger effect size observed in females (S6A and S6B Fig). These findings indicate that NOD2-dependent control of epithelial proliferation persists into adulthood and exhibits sex-dependent magnitude. Together, our results establish NOD2 as a regulator of epithelial renewal, linking microbial recognition to epithelial cell proliferation during developmental and adult life stages, and demonstrating an essential role for NOD2 in intestinal growth and homeostasis.

### Loss of NOD2 disrupts epithelial homeostasis by altering cell death and differentiation

While NOD2 is an established microbial sensor, its role in epithelial cell dynamics is less well understood. 

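The genes that Fig. 4A lists for each cell type were followed in the matching classes. The 12 goblet genes had a median log2 ratio of -0.46 (-0.48 without the offset) at percentile 0.29 of the random lists, with 9 genes lower in nod2−/− cells. This median depends on which cells are called goblet. With cluster 19 counted among them it was -0.23, at percentile 12.1. The 4 tuft genes had a median of -0.90 (-0.98 without the offset) at percentile 0.84, with 3 lower, and the 5 enteroendocrine genes had a median of -0.39 (-0.49) at percentile 6.15, with all 5 lower. Under the filter worded in the methods the enteroendocrine median was -2.02. The 37 enterocyte genes had a median of -0.22 (-0.35) at percentile 3.63, with 24 lower. Over 15 alternatives the enterocyte median ranged from -0.26 to -0.0334, the latter under the filter worded in the methods. The tables give the direction of each gene, and all 12, 4, 5 and 37 went the same way here. The lists were drawn from these libraries.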

Our transcriptomic analysis indicated that NOD2 deficiency alters the expression of genes involved in proliferation and cell death across all major secretory epithelial lineages, including goblet cells, enteroendocrine cells, and tuft cells (Figs 2C and 4A). As NOD2 dysfunction can impair secretory cell function [44], we determined if NOD2 is required for epithelial cell composition and survival. To characterize the impacts of NOD2 loss on epithelial cell survival and identity in the intestinal epithelial barrier, we quantified apoptotic and Anxa4^+^ cell populations in 6-month-old cohoused WT and *nod2*^*−/−*^ in-crossed siblings (Fig 4B–4D). In fish, the 2F11 antibody labels Anxa4^+^ goblet, tuft, and enteroendocrine cells, as well as recently discovered BEST4 cells. We found that *nod2* mutants had a significant increase in TUNEL^+^ cells and a loss of Anxa4^+^ secretory cells relative to WT controls (Fig 4B–4D), indicating elevated apoptosis and loss of secretory cell populations in NOD2-deficient guts. Moreover, analysis by sex revealed that both male and female *nod2*^*−/−*^ intestines showed reductions in Anxa4^+^ secretory cells, an accumulation of Lcp1^+^ cells, and significantly more TUNEL+ cells compared to WT siblings (S7 Fig). These effects were more pronounced in *nod2*^*−/−*^ females, which displayed higher leukocyte infiltration and apoptotic burden relative to *nod2*^*−/−*^ males (S7 Fig), suggesting that NOD2 deficiency disrupts epithelial integrity in both sexes but may have a stronger effect on females.

**Fig 4:**
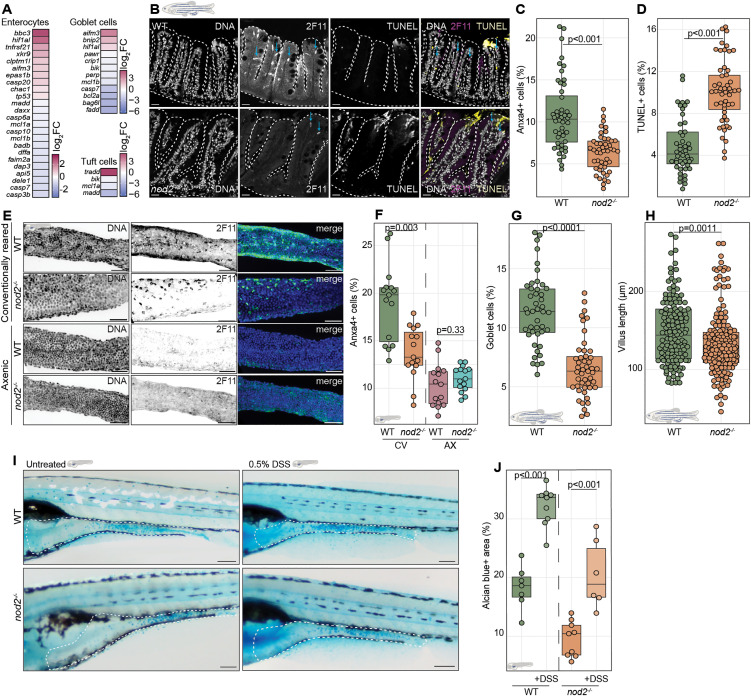
Loss of *nod2* disrupts epithelial homeostasis by altering cell death and cell fate. **A)** Heatmap of cell death gene expression in *nod2*^*−/−*^ ECs, goblet cells, and tuft cells relative to WT controls (for all genes, adjusted *p*-value ≤0.05). **B–D)** Quantification of % Anxa4^+^ cells (C) (blue arrows), and % TUNEL^+^ cells (D) from 6-month-old cohoused adult WT and *nod2*^*−/−*^ intestines (*n* = 5 zebrafish per genotype). Images are shown in rostral-to-caudal orientation. Multiple villi were analyzed per fish and all measurements are displayed. For statistical evaluations, measurements were averaged per fish and averaged measurements were used to assess significance. **E)** Immunofluorescent images of nuclei (DNA), and Anxa4^+^ (2F11) cells in conventionally reared or axenic WT or *nod2*^*−/−*^ larval intestines (7 dpf), shown in rostral-to-caudal orientation from the mid intestine. In merged false-colored images, DNA is labeled in blue and Anxa4^+^ cells in green. Scale bars = 35 μm. **F)** Quantification of the percentage of Anxa4^+^ cells in conventionally-raised (CV) and axenic (AX) larvae. Each dot represents a measurement from a single larval intestine (7 dpf). **G, H)** Quantification of % Alcian-blue+ (goblet cells) (G) and villus length (H) and from multiple sections of 6-month-old cohoused adult WT and *nod2*^*−/−*^ intestines. Each dot represents a single villus measurement from *n* = 5 zebrafish intestines per genotype. **I, J)** Alcian blue staining (I) and quantification of Alcian blue^+^ area (J) in WT, *nod2*^*−/−*^, WT + DSS, and *nod2*^*−/−*^+DSS whole mount larvae (7 dpf). Scale bars = 150 μm. *P*-values were calculated using Mann–Whitney *U* test or Kruskal–Wallis test. Icons indicate the developmental stage at which the experiment was performed (larval or adult). The data underlying the graphs in this figure are available in S7 Data.

Beyond cell survival, epithelial architecture depends on transcriptional patterning programs that establish the cellular heterogeneity required for intestinal function. 

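The 5 patterning genes named here, and bambia from the S8B Fig, were counted over 4658 WT and 4113 nod2−/− epithelial cells. For epb41l4b (ENSDARG00000061398) UMIs went from 506 to 167, a log2 ratio of -0.97 (95% interval -1.23 to -0.71), and for bambia (ENSDARG00000055381) from 1418 to 467, -0.97 (-1.12 to -0.82). For pak1 (ENSDARG00000103959) the log2 ratio was -0.83 (-0.96 to -0.70), for sox21a (ENSDARG00000031664) -0.78 (-0.97 to -0.59), for camk2g1 (ENSDARG00000071395) -0.51 (-0.60 to -0.42) and for map2k4a (ENSDARG00000063583) -0.30 (-0.51 to -0.09). Of the 4 genes of the S8B Fig, in enterocytes bambia was at -1.04, pak1 at -1.13, sox21a at -0.78 and camk2g1 at -0.65, and in lysosome-rich enterocytes bambia was at -0.0433 (-0.75 to 0.64), pak1 at -0.33 (-0.61 to -0.0633), sox21a at -1.89 (-4.31 to -0.0843) with 16 and 3 UMIs, and camk2g1 at -0.26 (-0.49 to -0.0432). Across 13 alternatives camk2g1 ranged from -0.60 to -0.22 and map2k4a from -0.42 to -0.19. The 31 genes of the S8A Fig list were all lower in nod2−/− cells, with a median log2 ratio of -0.35 (-0.57 without the offset) at percentile 0 of the random lists. The paper chose this list, which lacks epb41l4b, from these libraries, so its percentile follows from that choice. Over the 4283 epithelial genes with at least 20 CPM in a library, the median log2 ratio was -0.08.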

Our differential gene expression analysis uncovered downregulated expression of key patterning genes in *nod2*^*−/−*^ intestines, including *map2k4a*, *epb41l4b*, *camk2g1*, *pak1*, and *sox21a* (S8A and S8B Fig), suggesting that NOD2 modifies genetic programs that regulate spatial identity and cell fate. To test roles for NOD2 in epithelial patterning, we quantified Anxa4^+^ secretory cells in intestines of WT and *nod2*^*−/−*^ larvae (7 dpf) raised under either conventional or axenic conditions. Under conventional conditions, *nod2*^*−/−*^ larvae exhibited a significant reduction in Anxa4^+^ cells compared to WT siblings (Fig 4E and 4F). This reduction was not observed in axenic *nod2*^*−/−*^ larvae, suggesting that commensal microbes typically engage NOD2 to promote maturation of secretory lineages in the gut. Supporting this, we discovered that adult *nod2*^*−/−*^ intestines also exhibited shorter villi and fewer goblet cells (Fig 4G and 4H), reflecting impaired secretory lineage differentiation, and mirroring patient data that associate NOD2 mutations with goblet cell loss [45,46].

To directly assess the impact of NOD2 deficiency on goblet cell-associated mucus output, we performed whole-mount Alcian blue staining of intestinal mucus in wild-type and *nod2* mutant larvae (7 dpf). We performed the quantification using a fixed, pre-defined color threshold applied uniformly across all images with blinded analysis to prevent observer bias. Because Alcian blue labels mucins rather than goblet cells themselves, this assay reports mucin-positive area and not goblet cell number or density. We found that *nod2* mutants displayed a significant reduction in Alcian blue^+^ area under homeostatic conditions (Fig 4I and 4J), indicating reduced goblet cell function. Treatment with dextran sulfate sodium (DSS), a colitogenic polysaccharide that induces epithelial damage and inflammation in vertebrates, led to an expansion of the Alcian blue^+^ mucin signal in both genotypes, with stained area approximately doubling in each. While the relative increase was similar, mucin-positive area remained lower in *nod2*^*−/−*^ larvae, suggesting that epithelial stress can partially rescue goblet cell function through NOD2-independent mechanisms, though the response remains blunted in the absence of NOD2.

Combined, our observations point to a critical role for NOD2 in maintaining epithelial homeostasis, but raise a key mechanistic question: what is the underlying mechanism that contributes to the epithelial phenotypes observed in *nod2*^*−/−*^ mutants?

### NOD2 deficiency enhances estrogen signaling in the intestinal epithelium

To investigate the molecular pathways responsible for epithelial disruption in *nod2*^*−/−*^ intestines, we examined our transcriptomic data for signatures of impaired signaling in NOD2-deficient adult intestines and identified enrichment of estrogen response pathways as the most prominently affected (Fig 5A and 5B). 

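Estrogen targets were followed as lists in the same classes. The 7 vitellogenins had a median log2 ratio of 1.31 in epithelial cells and 3.39 in leukocytes, both at percentile 100 of the random lists, and of 5.24 and 5.00 without the offset and with genes at 0 in one library at their limit. Vitellogenins are egg yolk precursors. They form a multigene family, and how reads shared between its members were counted cannot be read from the files, so the sum over the family is firmer than any single member. A list of 5 other estrogen targets, written beforehand, had a median of -0.04 in epithelial cells at percentile 3.80 and of -0.25 in leukocytes at percentile 14.2. With genes at their limit, genes with too few UMIs for a fold drop out. The medians were then -3.07 from 3 genes in epithelial cells and -1.30 from 2 genes in leukocytes. In leukocytes the whole list held 9 WT and 5 nod2−/− UMIs. Those 5 genes held 98 WT and 6 nod2−/− UMIs in the epithelium, of which greb1 (ENSDARG00000070794) gave 74 and 1.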

The zebrafish genome encodes *esr1*, and *esr2*, orthologs of mammalian ERα and ERβ, respectively. In fish, a genome duplication event led to evolution of *esr2a* and *esr2b* paralogs from the ancestral *esr2* gene. 

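In the epithelium, esr2b (ENSDARG00000034181) had 3015 UMIs in WT and 5091 in nod2−/− cells, 97.6 and 255 CPM, and a log2 ratio of 1.39 (95% interval 1.32 to 1.45). The filter worded in the methods moved this ratio most, to 2.42. By class, the log2 ratio was 1.47 (1.39 to 1.55) in enterocytes, 0.96 in lysosome-rich enterocytes (746 and 1011 UMIs), 1.31 (0.98 to 1.64) in BEST4 cells, 2.05 (1.69 to 2.42) in goblet cells, where the same filter lowered it to 0.88, 1.95 in tuft cells (18 and 36 UMIs) and 1.11 (0.54 to 1.69) in enteroendocrine cells. Over 13 alternatives the log2 ratio in enterocytes ranged from 1.42 to 3.17. At least 1 esr2b UMI was found in 37.8% of WT and 57.3% of nod2−/− enterocytes, at medians of 5335.5 and 3715 UMIs per cell. In leukocytes, which serve as the background, the shares were 0.744% and 2.04% at lower depth. Among cells with at least 1000 UMIs, each thinned to that number, the shares were 10.0% and 27.9% in enterocytes (403 WT and 422 nod2−/− cells left out) and 0.640% and 1.09% in leukocytes (337 and 621 left out). For the vitellogenins together, the epithelium had 180 WT and 2997 nod2−/− UMIs, 5.82 and 150 CPM, with a log2 ratio of 4.69 (4.47 to 4.91), and the mean over cells moved it most, to 6.00. The most abundant member was vtg1 (ENSDARG00000092233), with 54 and 1750 UMIs, a log2 ratio of 5.65 (5.26 to 6.07). The single ratios ran from 1.63 for vtg5 (ENSDARG00000092126), with 99 and 198 UMIs, to 7.85 for vtg7 (ENSDARG00000092419), with 1 and 149. Any vitellogenin UMI was found in 2.60% of WT and 48.4% of nod2−/− epithelial cells, and in 1.12% and 60.9% of leukocytes.

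**Figure D2:**
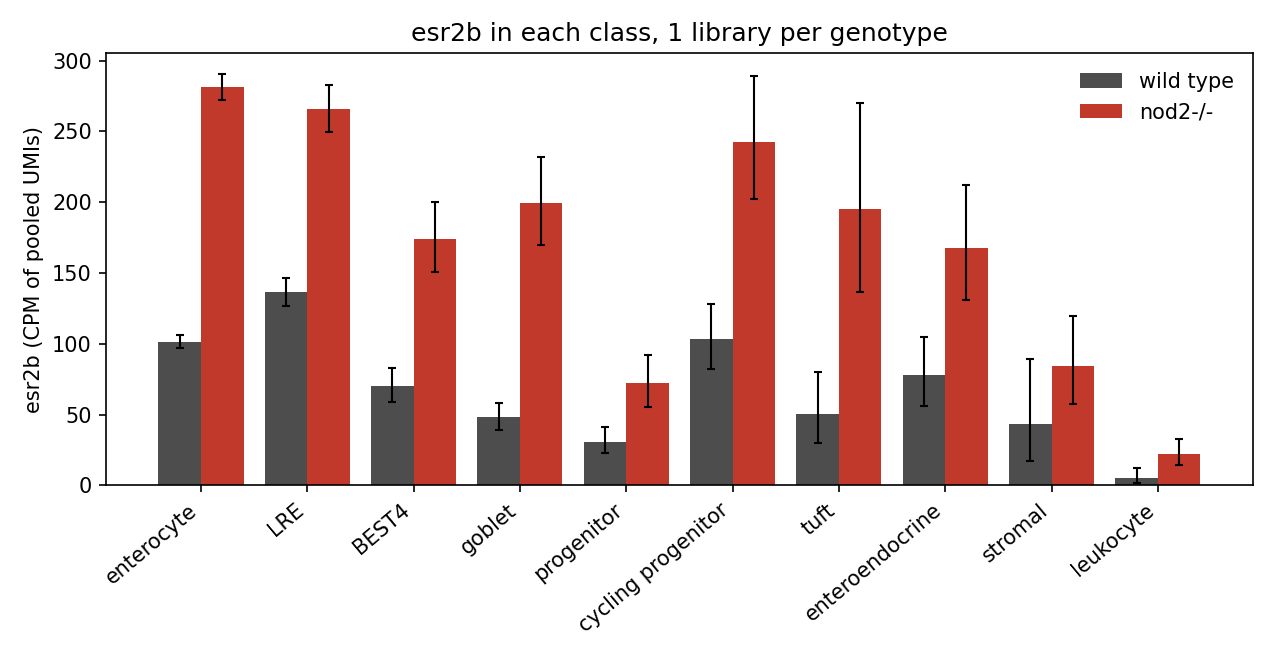
Level of esr2b (y axis, CPM of the UMIs pooled over each class) in each class (x axis), with WT in gray and nod2−/− in red. Bars start at 0, error bars are 95% exact Poisson intervals for counting error, and enterocytes stand at 102 CPM in WT and 281 CPM in nod2−/− while leukocytes stand at 5.58 and 22.5 CPM.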

We observed enriched expression of *esr2b* specifically in IECs (Fig 5C), and widespread upregulation of estrogen-response genes, including *esr2b* and multiple vitellogenins (*vtg1-vtg7*), across epithelial lineages in *nod2*^*−/−*^ intestines compared to their wildtype sibling controls (Fig 5D and 5E). Notably, estrogen-response genes were also elevated in immune and stromal subsets of *nod2*^*−/−*^ intestines (Fig 5F and 5G), suggesting that NOD2 deficiency broadly impacts estrogenic signaling across the intestinal cellular landscape. 

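In leukocytes, the vitellogenins together had 13 UMIs in WT and 1009 in nod2−/− cells, a log2 ratio of 6.18 (95% interval 5.40 to 7.09), and in stromal cells they had 6 and 188, a log2 ratio of 3.78 (2.63 to 5.25). Of the single genes in leukocytes, vtg1 had 9 and 589 UMIs, whereas vtg2 (ENSDARG00000055809) had 0 and 167, at least 51.9-fold higher, and vtg4 (ENSDARG00000078429) had 0 and 103, at least 32.0-fold higher. For esr2b there were 6 and 26 UMIs in leukocytes, a log2 ratio of 2.02 (0.70 to 3.59), and 7 and 31 in stromal cells, a log2 ratio of 0.96 (-0.25 to 2.39). Counted per cell, vitellogenin UMIs in nod2−/− intestines ranged from 0.659 in goblet cells to 0.933 in leukocytes over the 10 classes with at least 50 nod2−/− cells, acinar and hepatocyte-like cells apart, and the 20 hepatocyte-like cells had a mean of 272 but a median of 67, with 1741 in 1 cell. Over 5 bins of nod2−/− enterocytes, ordered by their total UMIs, the median total rose 15.2-fold, from 721 to 10941 UMIs. Across these bins, esr2b UMIs per cell rose 12.0-fold, whereas vitellogenin UMIs per cell went from 0.904 to 0.621, a ratio of 0.687 (0.590 to 0.799). From the higher levels of estrogen-response genes in epithelial, immune and stromal cells, the paper proposes that NOD2 deficiency has a broad impact on estrogenic signaling in the intestine.

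**Figure D3:**
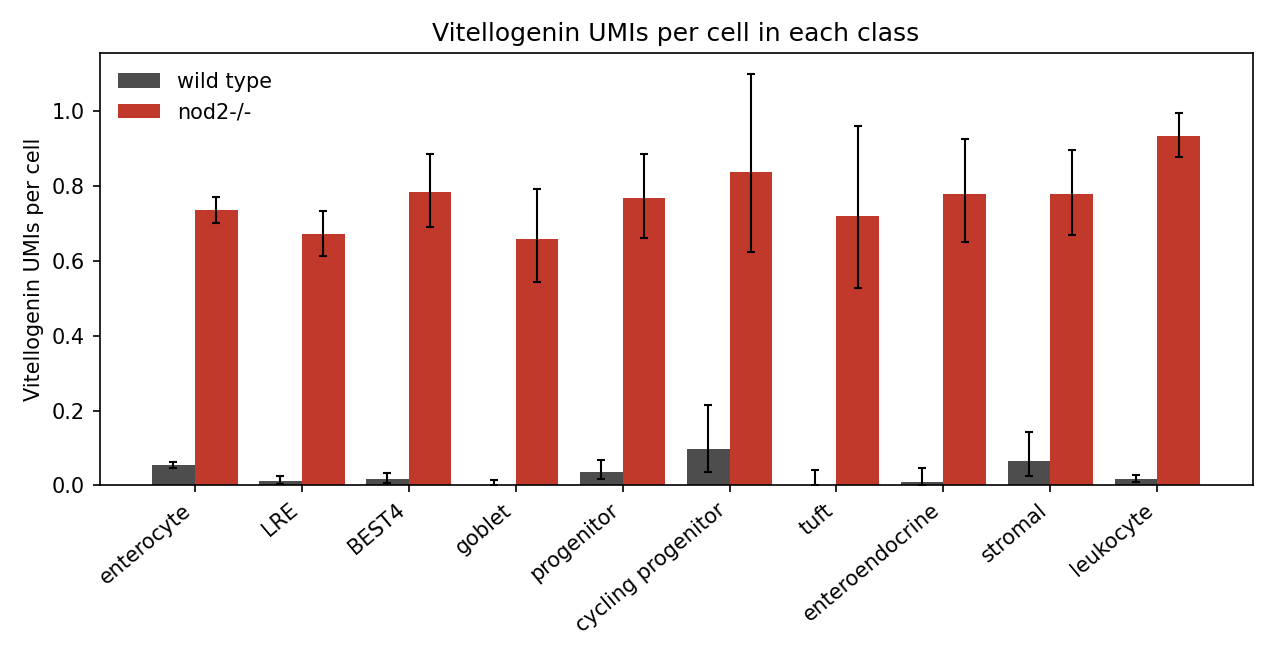
Vitellogenin UMIs per cell (y axis) in each of the 10 classes with at least 50 nod2−/− cells (x axis), with WT in gray and nod2−/− in red. Bars start at 0, error bars are 95% exact Poisson intervals for counting error, and the nod2−/− bars lie between 0.659 and 0.933 UMIs per cell.

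**Figure D4:**
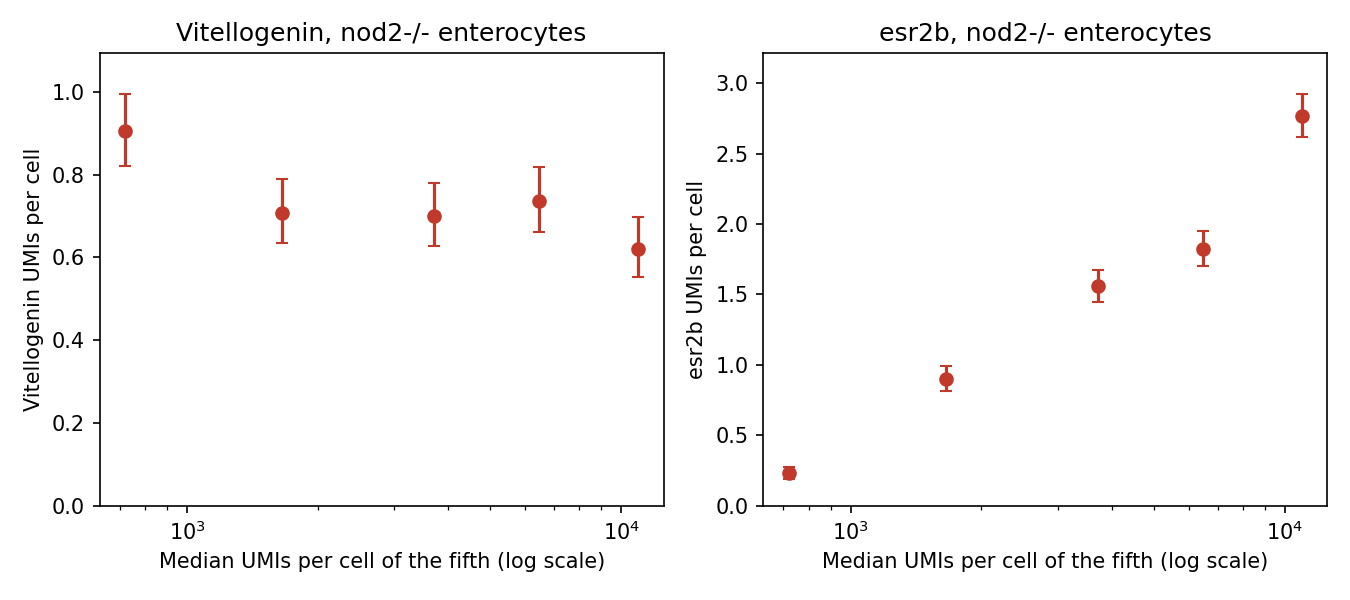
Vitellogenin UMIs per cell (left y axis) and esr2b UMIs per cell (right y axis) in 5 bins of nod2−/− enterocytes ordered by total UMIs, against the median total UMIs of each bin (x axes, log scale). Points are means over the cells of a bin, error bars are 95% exact Poisson intervals for counting error, and esr2b rises from 0.230 to 2.77 UMIs per cell while the vitellogenins do not rise.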

To validate the estrogen-related transcriptional changes observed in our scRNA-seq data, we performed qPCR for *vtg1*, *vtg2*, and *vtg4* in 6-month-old co-housed WT and *nod2*^*−/−*^ zebrafish intestines, separated by sex (Fig 5H and 5I). We found that, in males, *vtg1*, *vtg2*, and *vtg4* levels remained unchanged between WT and *nod2*^*−/−*^ (Fig 5H). In contrast, *nod2*^*−/−*^ females exhibited significant increases in *vtg* gene expression compared to WT controls (Fig 5I), indicating that NOD2 deficiency enhances estrogen-responsive gene expression in a sex-specific manner.

**Fig 5:**
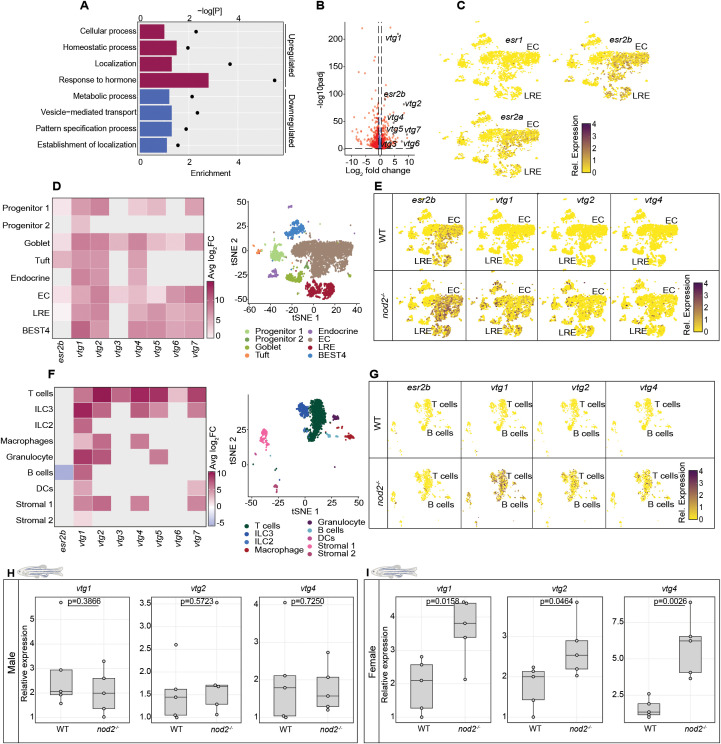
NOD2-deficiency significantly increased the intestinal estrogen response. **A)** Top four up, or downregulated gene ontology terms in *nod2*^*−/−*^ epithelium relative to WT controls. Relative enrichment score for each term is indicated by bar length and negative log *P*-values are shown with closed circles. **B)** Volcano plot of integrated dataset DE genes in *nod2*^*−/−*^ epithelium relative to WT controls. Significance values represented on the y-axis and relative fold change of gene expression on the x-axis. Only genes with log2 expression changes greater than 0.25 are shown. Genes listed as response to hormone are indicated. **C)** Feature plots showing relative expression of the estrogen receptors *esr1*, *esr2a*, and *esr2b* in intestines of WT fish. Enterocytes (EC) and lysosome-rich enterocytes (LRE) are labeled for orientation. **D)** Heatmap (left) depicting relative changes in estrogen-response gene expression, including *esr2b*, in *nod2*^*−/−*^ vs. WT epithelium (for all genes, adjusted *p* ≤0.05), and tSNE plot (right) of epithelial cell type annotations. **E)** Feature plots showing expression of *esr2b*, *vtg1*, *vtg2*, and *vtg4* in WT and *nod2*^*−/−*^ datasets across epithelial lineages. **F)** Heatmap (left) and tSNE plot (right) of immune subsets showing relative changes in estrogen-response gene expression in *nod2*^*−/−*^ vs. WT. **G)** Feature plots showing *esr2b*, *vtg1*, *vtg2*, and *vtg4* expression in WT and *nod2*^*−/−*^ immune subsets. **H, I)** qPCR analysis of the relative expression of estrogen-sensitive vitellogenin genes (*vtg1*, *vtg2*, and *vtg4*) in WT and *nod2*^*−/−*^ adult zebrafish intestines, separated by sex (6-month-old, cohoused adults). *P*-values were calculated using Mann–Whitney *U* test or Kruskal–Wallis test. Icon indicates the developmental stage at which the experiment was performed. The data underlying the graphs in this figure are available in S8 Data.

### Estrogen signaling modulates intestinal epithelial proliferation, goblet cell abundance, and leukocyte recruitment through a NOD2-dependent mechanism

Given the links between estrogen signaling and epithelial cell proliferation and survival [47–49], we asked if estrogen and NOD2 interact to control intestinal cell fates. To this end, we analyzed epithelial function in WT and NOD2-deficient larvae (7 dpf) that we treated with 17β-estradiol (E2), or the selective estrogen receptor modulator, tamoxifen, which acts as a potent estrogen receptor antagonist in larval zebrafish [50,51]. As larvae are estrogen-sensitive hermaphrodites [52], they provide a unique opportunity to examine sex-independent effects of estrogen on gut physiology. To test if interactions between estrogen and NOD2 modify intestinal renewal, we first quantified intestinal epithelial proliferation in wild-type and *nod2*^*−/−*^ larvae that we treated with E2, or the vehicle control DMSO, for 24 hours. We discovered that E2 treatment reduced the number of proliferative cells by over 50% in wild-type larvae but had negligible impacts on proliferation in NOD2-deficient counterparts (Fig 6A and 6B). Notably, pre-treatment with tamoxifen had the opposing effect. Tamoxifen exposure significantly elevated intestinal proliferation rates in NOD2-deficient larvae without discernible impacts on wildtype controls (Fig 6C and 6D).

**Fig 6:**
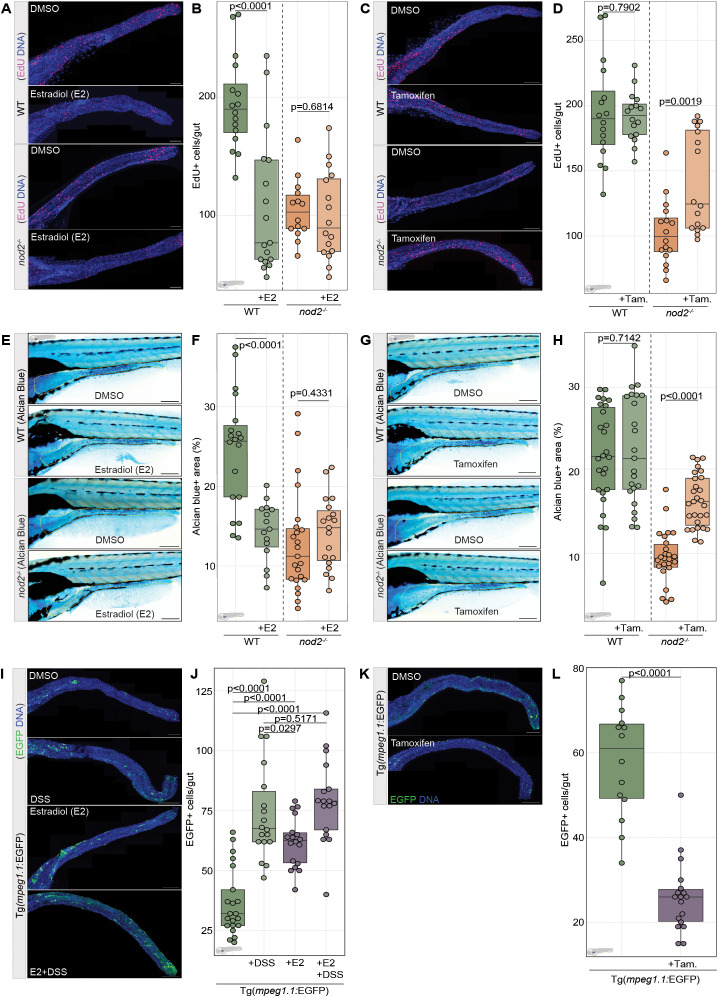
NOD2-dependent estrogen signaling modulates intestinal epithelial proliferation, goblet cell abundance, and macrophage recruitment. **A)** Immunofluorescence of whole-mount WT and *nod2*^*−/−*^ larval intestines (7 dpf) treated with DMSO (vehicle control) or 25 ng/μL estradiol (E2). In merged false-colored images, DNA is labeled in blue and EdU^+^ proliferating cells in magenta. Scale bars = 150 μm. **B)** Quantification of EdU^+^ cells per gut. Each dot represents one fish. Estrogen significantly reduced proliferation in WT larvae but not in *nod2*^*−/−*^*.* **C)** Immunofluorescence of WT and *nod2*^*−/−*^ larval intestines (7 dpf) treated with DMSO or 1.5 ng/μL Tamoxifen (Tam). DNA is labeled in blue and EdU+ cells in magenta. Scale bars = 150 μm. **D)** Quantification of EdU^+^ cells per gut. Tamoxifen increased proliferation in *nod2*^*−/−*^ larvae but had no effect in WT. **E, F)** Alcian blue staining (E) and quantification of Alcian blue^+^ area (F) in WT and *nod2*^*−/−*^ larvae (7 dpf) treated with DMSO or E2. E2 significantly reduced goblet cell area in WT, but not in *nod2*^*−/−*^ larvae. **G, H)** Alcian blue staining (G) and quantification (H) of goblet cell area in WT and *nod2*^*−/−*^ larvae (7 dpf) treated with DMSO or tamoxifen. Tamoxifen significantly increased goblet cell abundance in *nod2*^*−/−*^ larvae. **I)** Immunofluorescence of whole-mount *Tg(mpeg1*:EGFP) larval intestines (7 dpf; shown in rostral-to-caudal orientation from the base of the intestinal bulb to the cloaca) pre-treated with DMSO or 25 ng/μL E2 for 24 hours and exposed to ±0.5% DSS for 24 hours. In merged false-colored images, DNA is labeled in blue and EGFP+ macrophages in green. Scale bars = 150 μm. **J)** Quantification of EGFP+ cells per gut from *Tg(mpeg1*:EGFP) larvae. Each dot represents an individual intestine. **K, L)** Representative images (K) and quantification (L) of EGFP+ macrophages in *Tg(mpeg1*:EGFP) larvae (7 dpf; shown in rostral-to-caudal orientation from the base of the intestinal bulb to the cloaca) treated with DMSO or Tam. Tam. significantly reduced macrophage numbers in *Tg(mpeg1*:EGFP) intestines. Each dot represents an individual intestine. *P*-values were calculated using the Mann–Whitney *U* test. Icon indicates the developmental stage at which the experiment was performed. The data underlying the graphs in this figure are available in S9 Data.

Looking at goblet cell function, we detected similar interactions between NOD2 and estrogen. Exposure to E2 significantly reduced the Alcian blue^+^ area of wildtype larval intestines (7 dpf) but had no effect on Alcian blue levels in *nod2*^*−/−*^ intestines. (Fig 6E and 6F), suggesting that epithelial responses to estrogen are maximally engaged in the absence of NOD2. Finally, we found that tamoxifen treatment nearly doubled the intestinal Alcian blue-positive area of *nod2*^*−/−*^ intestines, with no discernible effects on WT siblings (Fig 6G and 6H).

To determine if estrogen-NOD2 interactions also influence the intestinal accumulation of gut-associated phagocytes, we analyzed macrophage populations in intestines of *Tg(mpeg1.1*:EGFP) larvae that we treated with E2 or tamoxifen for 24 or 6 hours, respectively (7 dpf). Supporting effects of E2 on mucosal defenses, we discovered that E2 treatment more than doubled the number of gut-associated macrophages in wildtype larvae, matching levels found after DSS exposure, whereas tamoxifen exposure significantly reduced macrophage accumulation (Fig 6I–6L). In sum, our work shows that treatment of wildtype larvae with E2 replicates the proliferative and barrier defects noted in NOD2-deficient larvae, while tamoxifen exposure partially rescues barrier defects in *nod2*^*−/−*^ intestines, indicating a role for the NOD2-estrogen axis in the maintenance of intestinal epithelial homeostasis.

### Estrogen signaling impairs epithelial recovery in a NOD2-dependent manner

Finally, to assess the consequences of estrogen-NOD2 interactions during colitogenic challenges, we monitored survival rates of wild-type and NOD2-deficient larvae that we exposed to DSS. Kaplan–Meier survival analysis revealed a significant reduction in survival for *nod2*^*−/−*^ larvae following DSS exposure compared to WT controls (Fig 7A), consistent with previous work [31] showing increased sensitivity of NOD2-deficient zebrafish to epithelial injury.

**Fig 7:**
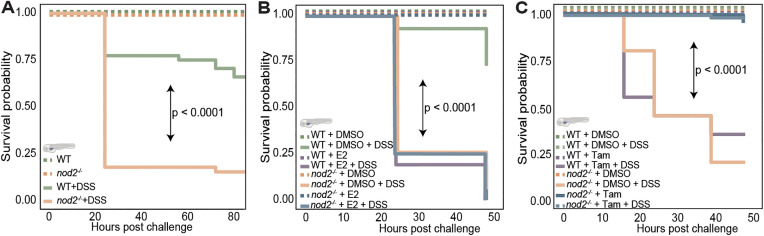
Estrogen modulates the survivability of DSS-treated larvae in a NOD2-dependent manner. **A)** Kaplan–Meier survival curves comparing WT and *nod2*^*−/−*^ larvae exposed to 0.5% DSS beginning at 4 dpf, with *n* = 20 larvae per group. *nod2*^*−/−*^ larvae exhibit significantly reduced survival following DSS-induced intestinal injury relative to WT siblings, indicating heightened sensitivity to epithelial damage in the absence of NOD2. **B)** Survival analysis of WT and *nod2*^*−/−*^ larvae pretreated with either DMSO or 17β-estradiol (E2) beginning at 4 dpf, followed by 0.5% DSS exposure at 5 dpf. *P*-values were determined using the log-rank (Mantel-Cox) test. **C)** Survival analysis of WT and *nod2*^*−/−*^ larvae with 6 hours pretreatment with DMSO or tamoxifen (Tam.) beginning at 5 dpf, followed by 0.5% DSS exposure at 6 dpf. Tamoxifen significantly improved survival in *nod2*^*−/−*^ larvae compared to vehicle-treated controls. Icon indicates the developmental stage at which the experiment was performed. The data underlying the graphs in this figure are available in S10 Data.

We next asked if estrogen modulates intestinal resilience in a NOD2-dependent manner. To this end, we treated WT and *nod2*^*−/−*^ larvae with E2 prior for 24 hours to a DSS challenge. As anticipated, we found that *nod2*^*−/−*^ larvae exhibited poor survival regardless of E2 treatment status, and we found that wildtype larvae effectively survived an acute DSS challenge, confirming a role for NOD2 in regulating host responses to a pro-inflammatory challenge (Fig 7B). Strikingly, we discovered that E2-treated WT larvae phenocopied the heightened mortality observed in *nod2*^*−/−*^ animals, indicating that estrogen impairs epithelial recovery in a NOD2-dependent mechanism (Fig 7B).

Finally, we tested if tamoxifen pretreatment restores resilience to DSS exposure in *nod2* mutant larvae. Remarkably, tamoxifen significantly improved survival in *nod2*^*−/−*^ larvae (Fig 7C), indicating that attenuation of estrogen signaling rescues NOD2-associated defects in epithelial recovery. However, we also found, unexpectedly, that WT larvae displayed enhanced sensitivity to DSS following pre-treatment with tamoxifen. We speculate that this opposing response suggests that the effects of estrogen receptor blockade on intestinal integrity depend on the underlying inflammatory context and basal NOD2 activity, rather than acting as a uniform protective mechanism.

In sum, our work shows that loss of NOD2 significantly elevates E2 signaling in the intestine, that E2 exposure is sufficient to recapitulate several key NOD2-deficiency phenotypes in zebrafish larvae, and that pharmacological attenuation of E2 signaling restores epithelial homeostasis in NOD2-deficient fish, indicating that estrogen and NOD2 oppose each other to regulate intestinal homeostasis.

## Discussion

Loss-of-function *NOD2* alleles are the single greatest genetic risk factor for CD. However, we only have a partial appreciation of the consequences of NOD2 deficiency for intestinal epithelial cell dynamics prior to the manifestation of symptoms. We consider this an important gap in our understanding of the factors that promote a chronic inflammatory illness that continues to grow in frequency.

In this study, we used zebrafish to determine how NOD2 deficiency impacts homeostatic maintenance of the intestinal barrier. Fish guts are remarkably like their mammalian counterparts in terms of developmental regulation and cell type composition [23–29], and NOD2-deficient fish replicate key features of CD [30,31]. Early zebrafish work established conserved Nod pathway expression and antibacterial function in larvae using splice-blocking morpholinos targeting the *nod2* exon 1 donor site [30]. In that study, *nod2* knockdown did not grossly disrupt larval development but reduced host control of systemic *Salmonella* infection and was associated with decreased intestinal epithelial expression of *duox*, consistent with a conserved role for Nod signaling in mucosal antibacterial defense. Work with a CRISPR/Cas9-generated *nod2* mutant reported CD-relevant intestinal phenotypes, including altered gut morphology, leukocyte accumulation, and heightened sensitivity to DSS-induced epithelial injury, with additional outcomes such as fibrosis and epithelial hypertrophy reported under inflammatory challenge [31]. Our line was generated independently using a CRISPR-induced frameshift allele upstream of the leucine-rich repeat domain and is likewise predicted to severely impair NOD2 function. Together, the convergence of *nod2*-dependent phenotypes across transient knockdown and independent stable mutant alleles supports a conserved requirement for NOD2 in intestinal immunity and barrier homeostasis. Consistent with these studies, we found that, like mouse models, NOD2 deficiency alone does not lead to overt inflammatory disease in fish, and that *nod2* genetic status has minimal impacts on microbiota composition, particularly in the context of co-housing [15], emphasizing the utility of fish as a genetically accessible model of NOD2 deficiency.

In humans, CD is not typically associated with complete NOD2 deletion but instead with common coding variants, including frameshift and missense alleles, that reduce or alter NOD2 signaling capacity [2,3,5]. Several of the best-characterized risk alleles are functionally loss-of-function with respect to MDP sensing and downstream NF-κB activation, although they may retain partial or context-dependent activity [8,12,13]. Rodent models similarly include both null and hypomorphic Nod2 alleles that produce overlapping barrier and inflammatory phenotypes [17–19,33]. Our zebrafish null model therefore represents the severe end of the NOD2 functional spectrum and is well-suited to define core NOD2-dependent homeostatic mechanisms, while human disease likely reflects partial impairment layered onto additional genetic and environmental modifiers.

Consistent with established roles for NOD2 in immune regulation, we observed immune dysregulation in hematopoietic, epithelial, and stromal compartments of *nod2* mutants, including altered expression of inflammatory cytokines and autophagy pathway components that are widely linked to CD. However, we also found that NOD2 deficiency affected epithelial renewal and organization in an estrogen-sensitive manner. These findings add to our mechanistic understanding of NOD2 gut function and raise unanswered questions for future studies.

How does NOD2 regulate intestinal epithelial cell dynamics? Working with co-housed, wildtype, and *nod2* mutant siblings derived from a heterozygous in-cross, we demonstrated that NOD2 deficiency leads to intestinal shortening, increased sensitivity to DSS-induced damage, and reduced cell survival. Our results match findings from *NOD2* mutant mice and patient data, which show altered intestinal permeability [8], and increased susceptibility to inflammatory injury [18,19]. However, we do not know how loss of NOD2 translates to barrier defects. Our transcriptional data revealed widespread dysregulation of genes linked to growth and differentiation, and our quantitative work showed that NOD2 is necessary for epithelial proliferation and maturation. However, we also discovered shifts in the transcriptional landscape of genes required for cell survival, and we found that NOD2 deficiency enhanced the incidence of epithelial cell death, especially within *nod2*^*−/−*^ females. Therefore, future studies using lineage tracing and cell-fate labeling strategies are required to resolve the extent to which cell proliferation, differentiation, and survival accounts for barrier defects in *nod2* mutants.

How do NOD2 and estrogen interact to organize the epithelial barrier? One of the most striking findings from our transcriptomic analysis was a pronounced increase of estrogen signaling in NOD2-deficient guts. Confirming links between NOD2 deficiency, estrogen signaling, and gut function, we showed that exposure to E2 enhances intestinal accumulation of macrophages, attenuates epithelial proliferation, and diminishes generation of goblet cells in wild-type larvae, whereas tamoxifen reduces macrophage accumulation, restores epithelial proliferation, and increases goblet cell numbers in NOD2-deficient larvae. Survival assays extended these observations by showing that E2-treated wild-type larvae phenocopy the DSS sensitivity of *nod2* mutants, while tamoxifen improves survival in DSS-treated *nod2*^*−/−*^ mutants. Combined, these findings indicate that estrogen is a physiologically relevant modifier of NOD2 function in the gut. As a caveat, we found that tamoxifen treatment had the unexpected effect of rendering wildtype larvae more sensitive to DSS, indicating a need for future examination of interactions between NOD2 and estrogen in pro-inflammatory contexts.

Further supporting a mechanistic link between NOD2 and estrogen signaling bazedoxifene reduces fibrosis, prevents epithelial hypertrophy, and suppresses pro-inflammatory cytokine expression in *nod2* mutants treated with DSS [31]. Although that work employed bazedoxifene as gp130 antagonist, we note that bazedoxifene is primarily known as a selective estrogen response modulator, widely prescribed for managing postmenopausal osteoporosis in women. Consistent with a broader role for estrogen receptor modulation in host-microbe interactions, a recent zebrafish study demonstrated that tamoxifen treatment alters susceptibility and immune responses to *Mycobacterium marinum* infection [51], further supporting that estrogen pathway modulators can reshape mucosal and inflammatory outcomes in vivo. Together with growing literature linking estrogen signaling to epithelial barrier regulation and intestinal inflammation, these findings place our NOD2-estrogen interaction within an emerging cross-species framework connecting hormone signaling to gut immune homeostasis.

Commonly associated with development of female secondary sexual characteristics, estrogen has non-gonadal roles in male and female somatic tissue, including in IBD [53]. Epidemiological data showed that women have a greater incidence of CD and experience more extraintestinal comorbidities than men [54–56]. Confirming a causal relationship between estrogen and CD, oral contraceptive pill usage significantly increases disease risk for women [57]. In the gut, estrogen engages the nuclear estrogen receptors ERα and ERβ to control expression of target genes and interacts with the membrane-bound G protein-coupled estrogen receptor, GPER, to modify cellular functions at the post-transcriptional level [58]. In our intestinal single-cell RNA-seq dataset, *gper1* expression was not detectably enriched above background in epithelial or immune cell populations in both WT and *nod2* mutants, suggesting that nuclear estrogen receptor signaling is the dominant estrogen-responsive pathway captured in our gut analyses, yet a contribution from membrane estrogen receptors cannot be excluded in other contexts. 

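The gene gper1 (ENSDARG00000074661) had 3 UMIs among all WT cells and 1 among all nod2−/− cells, and each of these lay in an enteroendocrine cell. Leukocytes and stromal cells had 0 in both libraries, which allows up to 2.79 CPM in WT and 2.60 CPM in nod2−/− leukocytes and up to 18.6 and 8.17 CPM in stromal cells. No fold was computed, since both libraries are at or under the limit of 3 UMIs.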

Mechanistically, animal and tissue culture work indicate that estrogen primarily signals through ERβ to arrest proliferation and enhance cell death [47–49], matching phenotypes noted in the current study, and leading us to hypothesize that estrogen promotes an accumulation of barrier defects in *nod2* mutants. However, the outcome of estrogen signaling in the intestine also depends on the relative abundance and activity of ERa and ERb. Shifts in the ERα:ERβ ratio can reverse epithelial responses and influence inflammatory susceptibility [59,60]. Recent mammalian work demonstrated that epithelial-restricted Erα, rather than Erβ, is the primary determinant of female-biased protection from colitis, establishing epithelial estrogen receptor signaling as a key driver of sex differences in mucosal resilience [61,62]. In contrast, our zebrafish data revealed upregulation of *esr2b*, the ERβ-related paralog, in *nod2*^*−/−*^ intestinal epithelial cells, suggesting that NOD2 deficiency could trigger a receptor-specific estrogenic compensation program that differs from the ERα-dominant response described in mammals.

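The other nuclear receptor genes did not rise in the epithelium. For esr2a (ENSDARG00000016454) it held 1711 UMIs in WT and 840 in nod2−/− cells, 55.4 and 42.1 CPM, a log2 ratio of -0.39 (95% interval -0.51 to -0.27) that turned to 0.12 under the filter worded in the methods. For esr1 (ENSDARG00000004111) it held 8 and 2 UMIs, a log2 ratio of -1.37 (-4.64 to 0.96), and over all cells esr1 had 20 and 16 UMIs.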

While our data support a functional interaction between NOD2 and estrogen, the molecular link remains unresolved. It is plausible that NOD2 influences estrogen receptor stability, localization, or downstream transcriptional activity, either directly or through intermediates such as MAPK or PI3K signaling, both of which are modulated by NOD2 and have known interactions with estrogen pathways [63–65]. Alternatively, loss of NOD2 may lead to compensatory estrogen receptor activation in response to epithelial stress. Investigating these mechanistic connections will be an important area for future work.

What about sex? Our study design reflects the chronological trajectory of discovery. Initial transcriptomic and phenotypic analyses were conducted using mixed-sex cohorts to define core NOD2-dependent intestinal phenotypes. These early experiments were designed to identify genotype-driven effects shared across animals rather than sex-specific responses. However, combined with prior work demonstrating sex-specific interactions between estrogen and inflammatory disease in the gut [61,62], our transcriptomic data revealed a strong estrogen-responsive signature in *nod2* mutants, indicating that sex and hormonal context can modify downstream outcomes. This prompted targeted follow-up analyses with sex recorded and evaluated explicitly. Sex-stratified measurements of epithelial proliferation, apoptosis, secretory lineages, and immune cell accumulation demonstrate that NOD2 regulates intestinal homeostasis in both sexes, while the magnitude of several phenotypes is greater in females. We therefore interpret NOD2 as a regulator of shared epithelial and immune programs whose phenotypic expression is modulated by hormonal environment rather than restricted to a single sex. However, defining the full scope of sex-specific transcriptional and functional responses, including receptor-specific estrogen pathway effects, will require dedicated, sex-balanced experimental designs and represents an important direction for ongoing work beyond the scope of the present manuscript.

We feel our findings have particular relevance to CD. The discovery that NOD2 interacts with estrogen offers a mechanistic insight into how its loss might impair epithelial barrier function. Estrogen has been implicated in the sex-dependent pathophysiology of CD with notable age-dependent differences in onset and severity. In pediatric cases, girls often present earlier and more severely than boys [66]. In adults, women have lower CD incidence during reproductive years, but risk rises post-menopause [67–73]. Additional clinical data shows that symptoms fluctuate with menstrual cycles [74–76], and that irregular menstruation often precedes diagnosis [77]. Our finding that *nod2*^*−/−*^ female fish exhibit exaggerated estrogen responses may help explain how the hormonal environment interacts with genetic susceptibility to shape disease risk.

Future studies should investigate whether this regulatory axis operates in other mucosal tissues or during hormonal transitions such as puberty, pregnancy, or menopause. Additionally, given the increasing interest in estrogen modulators as therapeutic agents, our results suggest that NOD2 genotype may influence responses to hormone-based therapies and should be considered in precision medicine approaches to IBD.

## Limitations

While our data support a NOD2–estrogen axis, several constraints should be noted. Tamoxifen combined with DSS caused severe lethality in WT larvae, preventing leukocyte quantification in *Tg(mpeg1.1*:EGFP) fish under these conditions. This likely reflects a threshold effect, where concurrent ER antagonism and epithelial injury exceed the tolerance of the WT gut, resulting in barrier collapse rather than a graded response. Consequently, immune recruitment under tamoxifen + DSS could not be assessed and will require dose titration or staggered treatment strategies.

As with all larval pharmacology, E2 and tamoxifen may engage additional target pathways, and the responsible ER isoform remains unconfirmed. Tamoxifen is a selective estrogen receptor modulator that can function as either an antagonist or agonist depending on tissue context, receptor subtype, and co-regulator availability, and may also signal through non-classical pathways. Therefore, future studies should consider the roles of individual estrogen receptor isoforms in the regulation of intestinal physiology. Our transcriptional data support involvement of nuclear estrogen receptors, particularly *esr2b*, but do not exclude contributions from membrane-associated estrogen signaling pathways. In our intestinal single-cell dataset, *gper1* transcripts were not detected in any gut cell population in either WT or *nod2* mutants, preventing assessment of its contribution in this context. Resolving receptor-specific mechanisms will require targeted genetic or pharmacologic interrogation in future studies.

In addition, although the *nod2* mutant phenotypes are robust and reproducible across assays, we cannot formally exclude the possibility that the allele functions as a hypomorph rather than a complete null. The small residual responses observed in *nod2* mutants following MDP stimulation are consistent with this possibility. However, such compensation would be expected to attenuate rather than generate the phenotypes we report, and therefore would not alter the overall interpretation of a NOD2-dependent role in epithelial and immune regulation.

Lastly, while several key adult phenotypes are now presented in sex-stratified form, not all experiments were originally powered for sex-specific analysis, as early discovery-stage datasets were designed to identify shared genotype-dependent effects. Future work will incorporate prospectively balanced and fully sex-stratified designs to resolve hormone-genotype interactions at higher resolution and to distinguish baseline NOD2-dependent programs from sex-hormone-dependent modifiers.

## Materials and methods

### Zebrafish strains and maintenance

All zebrafish experiments were performed at the University of Alberta using protocols approved by the University’s Animal Care & Use Committees, Biosciences and Health Sciences (#3032), operating under the guidelines of the Canadian Council of Animal Care. Wild-type (TL), *nod2*^*−/−*^ knockout zebrafish and *Tg(mep1.1*:EGFP) (4–9 months-old; approx. equal sex distribution) were reared at 29°C in tank water (Instant Ocean Sea Salt dissolved in reverse osmosis water maintained at a conductivity of 1,000 μS and pH buffered to pH 7.0 with sodium bicarbonate) under a 14-hour/10-hour light/dark cycle using standard zebrafish husbandry protocols. Feeding regimens were age-specific. From 6 to 14 days post-fertilization (dpf), larvae were fed GEMMA Micro 75 twice daily and live rotifers once daily. From 15 to 28 dpf, larvae received a 1:1 mixture of GEMMA Micro 75 and GEMMA Micro 150 twice daily, along with live rotifers once daily. Juvenile fish (29 dpf to 13 weeks) were fed GEMMA Micro 300 twice daily and live rotifers once daily. Adult zebrafish were maintained on a once-daily diet of GEMMA Micro 300 and live rotifers. For larval analysis, breeding tanks were set up overnight with 1 male and 1 female separated by a divider until morning. Fish were bred for 1 hour, then embryos were collected, rinsed gently with facility water, and transferred to a petri dish (fisherbrand) with 30 mL embryo media (EM) and 30 embryos per dish. Embryos were raised at 29 °C under a 14-hour/ 10-hour light/ dark cycle until 7 dpf.

Where applicable, adult experiments used either mixed-sex cohorts or sex-stratified groups as indicated in the figure legends. Larval experiments were performed at stages prior to sexual differentiation. Experiments were performed in both larval and adult zebrafish to match assay requirements to biological context. Larval models were used where optical transparency, whole-mount imaging, germ-free derivation, and short-term pharmacologic manipulation are required. Adult models were used to assess mature intestinal architecture, long-term epithelial homeostasis, microbiome composition, and sex-dependent phenotypes. Developmental stage is specified for each experiment in the figure legends and indicated by icons in figure panels.

### Generation and validation of the *nod2*-mutant zebrafish line

crRNA:tracrRNA duplex and gRNA:Cas9 RNP complexes were prepared with the *nod2* crRNA sequence: TTGGACCTGCTACTTGCTC. Generation and validation of the *nod2*-mutant zebrafish line was performed as previously described [31], with modifications detailed below. Briefly, Wild-type TL zebrafish embryos were microinjected at the 1–4-cell stage with 1 nL of the CRISPR-Cas9 injection mix per embryo, using a reduced injection volume compared to the original protocol. At 5 days post-fertilization (dpf), larvae were collected for genomic DNA extraction. The genomic region encompassing the CRISPR target site was amplified by PCR, purified, and subjected to Sanger sequencing to assess mutation efficiency. Embryos with evidence of CRISPR-Cas9-induced mutations were raised to adulthood and outcrossed to wild-type TL zebrafish. Genomic DNA was extracted from F1 larvae at 5 dpf and screened for germline transmission of *nod2* mutations using high-resolution melting (HRM) analysis. Clutches positive for mutations were raised to adulthood, and heterozygous carriers were identified by HRM, PCR, and Sanger sequencing. Founder fish harboring the same mutation were selected and in-crossed, and F2 embryos were sequenced to confirm the presence of the intended mutation. The resultant mutant line carried a 4-base pair deletion (CTTG) in exon 2 of *nod2*, resulting in a frameshift and truncated, non-functional protein.

### Fish weight, body length, and gut length measurement

Adult zebrafish were anesthetized in Tricaine (MS-222) until complete loss of touch response and then blotted gently on absorbent paper to remove excess water. Body weight was recorded immediately using a precision analytical balance (±0.1 mg sensitivity), with each individual weighed prior to any dissection to avoid dehydration artifacts. Standard body length was measured from the tip of the snout to the base of the caudal fin from lateral images acquired under a dissection microscope using an adjacent metric ruler for calibration.

For gut length measurements, fish were euthanized, and the gastrointestinal tract was carefully dissected under a stereomicroscope using fine forceps. Surrounding tissue was removed without stretching the tissue. The intestine was then laid flat in phosphate-buffered saline (PBS) in a glass Petri dish and imaged with a ruler under a dissection scope. Total gut length was quantified using ImageJ, measuring the longest continuous distance from anterior to distal end. All measurements were performed blinded to genotype, and at least three technical measurements per intestine were averaged to account for handling variability. For size-normalized analyses, gut length was divided by body length or body weight, as indicated in the figure panels.

### Generating single-cell suspensions for single-cell RNA-sequencing

Single-cell suspensions were prepared from adult zebrafish intestines as previously described [23], with minor modifications. Briefly, five adult WT TL and five adult *nod2*^*−/−*^ cohoused in-crossed siblings with equal sex distribution (2 males:3 females) were selected for tissue collection. Intestines were dissected, minced, and digested in a dissociation cocktail containing fresh collagenase A (1 mg/mL), 40 μg/mL Proteinase K, and 10× Trypsin (0.25% final). Following digestion, cell suspensions were washed, filtered, and live cells isolated using OptiPrep Density Gradient Medium according to OptiPrep Application Sheet C13. Viable cells were counted and processed for single-cell RNA sequencing as described [23]. Cell suspensions were then diluted to a concentration of 1,200 cell/μL and immediately run through the 10× Genomics Chromium Controller with Chromium Single Cell 3′ Library & Gel Bead Kit v3.1. Library QC and sequencing was performed by Novogene using the Illumina HiSeq platform.

### Processing and analysis of single-cell RNA-seq data

Single-cell RNA-seq data were processed and analyzed as previously described [23], with minor modifications. Briefly, Cell Ranger v7.0.1 (10× Genomics) was used to demultiplex raw sequencing files and align reads to the zebrafish reference genome (Ensembl GRCz11.96). Cell Ranger output matrices were analyzed using the Seurat R package (v5.0.1) in RStudio. Cells with fewer than 200 unique molecular identifiers (UMIs), greater than 2,500 UMIs, or greater than 25% mitochondrial reads were removed. Seurat was used to normalize expression values and perform clustering (resolution 0.8, 50 principal components), with optimal PCs determined by JackStraw scores and elbow plots. Marker genes were identified using the “FindMarkers” function, and clusters were annotated using known zebrafish cell type markers or mammalian orthologs.

### 16S rRNA gene sequencing

Briefly, four adult WT TL and four *nod2*^*−/−*^ 6-month-old in-crossed siblings with equal sex distribution were selected for microbiome analysis. For the co-housing condition, WT and *nod2*^*−/−*^ adults were maintained together in the same recirculating tank for ≥8 weeks prior to sampling to ensure shared environmental microbiota. For the single-housing condition, WT and *nod2*^*−/−*^ adults were maintained in separate tanks on the same recirculating water system under identical water quality, feeding schedule, and density for the same duration; despite shared system water, tank-level separation can still permit divergence in gut microbial communities. All fish were fasted prior to dissections. Zebrafish intestines were dissected with surrounding organs removed. Individual guts were collected and homogenized in 300 μL of Powerbead Solution. The Qiagen DNeasy UltraClean Microbial Kit (Cat No. 12224–250) was used to extract microbial DNA. To assess the intestinal bacterial community composition, the V4 variable region of the 16s rRNA gene encompassed by the 515 forward primer and 806 reverse primer was sequenced. Quality control and sequencing were performed by Novogene Corporation using illumina Novaseq Platform PE250. Sequences were processed with QIIME2-2024.10. The DADA2 pipeline was used to join paired-end reads, remove chimeric sequences, and to generate the feature table used to resolve amplicon sequence variants using default parameters. DADA2 denoising resulted in 694,045 reads for co-housed and 814,688 reads for single-housed. Amplicon sequence variants (ASVs) represented by fewer than 200 reads across all samples were removed. A naïve Bayes classifier trained on SILVA138 99% full-length reference sequences was used to assign taxonomy. Taxonomy assignments were verified using NCBI blast. The sequence table was then filtered to exclude any sequences that were unassigned, not assigned past phylum level, or assigned as eukaryota, resulting in 575,576 sequences (co-housed) or 673,162 sequences (single-housed) corresponding to 25 unique features.

### RNA extraction and cDNA synthesis

Total RNA was extracted from zebrafish intestinal tissue using TRIzol Reagent (Thermo Fisher Scientific) following manufacturer protocols with minor modifications. Intestinal samples were collected from five WT TL males, five WT TL females, five *nod2*^*−/−*^ males, and five *nod2*^*−/−*^ females, all derived from cohoused in-crossed sibling groups. Fish were fasted prior to dissection. Individual intestines were isolated, cleared of surrounding tissue, and homogenized in 250 μL of TRIzol using a motorized pestle. Homogenates were brought to 1 mL total volume with additional TRIzol and stored at −70 °C until further processing. For phase separation, 400 μL of chloroform was added, followed by 15 s vortexing and a 3-minute incubation at room temperature. The aqueous phase was collected, and chloroform extraction was repeated at a 1:1 ratio. RNA was precipitated by adding 50 μL of 3 M sodium acetate (pH 5.2) and 1 mL of 95% ethanol, followed by overnight incubation at 4 °C. RNA was pelleted by centrifugation (12,000*g*, 10 min, 4 °C), washed twice in 0.5 mL 75% ethanol (7,500*g*, 10 min, 4 °C), and resuspended in 50 μL of nuclease-free water. RNA concentrations were determined using a NanoDrop spectrophotometer and diluted to a standardized concentration for downstream cDNA synthesis. cDNA was synthesized from up to 3 μg of total RNA using the qScript cDNA SuperMix (Quantabio, no. 95048-100) in a total reaction volume of 20 μL. Reactions were incubated at 25 °C for 5 min, 42 °C for 30 min, and 85 °C for 5 min, followed by a 4 °C hold.

### Quantitative RT-qPCR

Quantitative PCR was performed using PerfeCTa SYBR Green SuperMix (Quantabio, no. 95054-500) on a One-Step real-time PCR thermocycler. Reactions were carried out in a 10 μL volume containing 2.5 μL of cDNA and 1.6 μM of each forward and reverse primer. Plates were centrifuged at 200*g* for 1 min prior to thermocycling. The qPCR program consisted of an initial denaturation at 95 °C for 3 min, followed by 40 amplification cycles of 95 °C for 15 s and 60 °C for 45 s, with melt curve analysis included at the end of the run. All reactions were performed in technical triplicates. Cycle threshold (Ct) values were averaged across replicates, and relative gene expression was calculated using the ΔΔCt method, with *ef1α* used as the endogenous reference gene.

### Zebrafish RT-qPCR primer sequences

The following sequences were used (given in order from the 5′ to 3′ end): *vtg1* qPCR forward, GCCAAAAAGCTGGGTAAACA; *vtg1* qPCR reverse, AGTTCCGTCTGGATTGATGG; *vtg2* qPCR forward, TGCCGCATGAAACTTGAATCT; *vtg2* qPCR reverse, GTTCTTACTGGTGCACAGCC; *vtg4* qPCR forward, TCCAGACGGTACTTTCACCA; *vtg4* qPCR reverse, CTGACAGTTCTGCATCAACACA; *ef1a* qPCR forward, GCATACACTAAGAAGATCGGC; *ef1a* qPCR reverse, TCTTCCATCCCTTGAACCAG.

### Generating germ-free zebrafish

Fish embryos were made germ-free as described in [78]. A clutch of embryos was collected then washed and split into two cohorts. The CV cohort was kept in sterile EM, while the GF cohort was kept in sterile EM supplemented with ampicillin (100 μg/mL), kanamycin (5 μg/mL), amphotericin B (250 ng/mL), and gentamicin (50 μg/mL). Embryos were washed every 2 hours with EM or EM plus antibiotics for CV and GF cohorts, respectively. Once at 50% epiboly, the GF cohort was successively washed three times in EM, then 2 min in 0.1% polyvinylpyrrolidone-iodine (PVP-I) in EM, followed by three EM washes, then a 20-minute incubation with 0.003% sodium hypochlorite (bleach) in EM. Embryos were washed three more times then transferred into tissue culture flasks with sterile EM. The CV cohort received the same number and duration of washes, using EM in lieu of dilute PVP-I or bleach. All work was performed in a biosafety cabinet sterilized first with 10% bleach, followed by 70% ethanol. We tested for bacterial contamination in GF flasks at 4 days post-fertilization, according to established protocol. EM was collected from CV and GF culture flasks to test for bacteria by plating on TSA. Parental tank water and sterile filtered water were used as a positive and negative control, respectively, where bacteria were positively identified in parental tank water and confirmed absent from sterile water. CV and GF flasks with bacteria present or absent, respectively, were used for subsequent analysis.

### Flow cytometry of intestinal proliferation in zebrafish larvae

To quantify intestinal epithelial proliferation, zebrafish larvae were immersed in 100 μg/mL 5-ethynyl-2′-deoxyuridine (EdU; 10 mM stock in DMSO) for 24 hours in embryo medium containing 1% DMSO, with or without muramyl dipeptide (MDP) at 1 μg/mL. A 10 mg/ml working stock of MDP (Sigma-Aldrich A9519) was diluted to 1 μg/ml for all treatments. For MDP treatments, axenic larvae were exposed to MDP for 16 hours prior to EdU labeling. Following treatment, intestines were dissected from 15 larvae per condition in ice-cold PBS and subjected to enzymatic dissociation in a cocktail containing 1 mg/mL collagenase, 0.25% trypsin, and 40 μg/mL proteinase K at 37 °C for 30 min with intermittent gentle trituration. Dissociated cells were filtered through a 40 μm strainer, pelleted by centrifugation (300*g*, 10 min, 4 °C), and washed with PBS. Cells were fixed in 4% paraformaldehyde for 15 min at room temperature, washed with FACS buffer (PBS without calcium or magnesium supplemented with 2% heat-inactivated calf serum), and permeabilized in saponin buffer (0.1% saponin in FACS buffer) for 10 min. EdU detection was performed using the Click-iT EdU Alexa Fluor 488 Imaging Kit according to the manufacturer’s instructions. After EdU labeling, cells were stained with DRAQ5 (1:1,000) for nuclear visualization. Flow cytometry was conducted on the Attune NxT cytometer, and EdU⁺ proliferating cells were quantified based on fluorescence intensity using appropriate controls for gating.

### Estrogen and tamoxifen treatment of zebrafish larvae

A working stock of 20 mg/mL 17β-estradiol (E2; Sigma) was prepared in DMSO and diluted to a final concentration of 25 ng/µL in 1xEM for all treatments. No more than 20 zebrafish larvae at 5 dpf were placed in each petri dish and incubated in 25 ng/µL E2 or control DMSO for 24 hours. Larvae were then collected for downstream applications, including immunofluorescence and whole-mount Alcian blue staining. Similarly, a 20 mg/mL stock of tamoxifen (Sigma), dissolved in DMSO, was diluted to a final concentration of 1.5 ng/µL in 1 × EM. Larvae (5 dpf; ≤20 per dish) were incubated in 1.5 ng/µL tamoxifen for 6 hours prior to collection for EdU labeling and Alcian blue staining. For DSS survival assays, larvae were pretreated with E2 for 24 hours or tamoxifen for 6 hours before initiating DSS exposure.

### DSS treatment of zebrafish larvae

DSS treatments were performed as previously described [32], with 0.5% DSS (Sigma, cat. no. 42867) used for all experiments and treatments initiated at 5 dpf. Briefly, no more than 20 zebrafish larvae were placed in each petri dish and incubated in freshly prepared 0.5% DSS dissolved in 1× EM for 24 hours. Larvae were collected for further experimental use after removal of DSS. For survival assays, larvae were continuously exposed to 0.5% DSS in 1× EM beginning at 5 dpf. Media was replaced daily by transferring larvae into fresh DSS-containing petri dishes. Survival was monitored over time and quantified by Kaplan–Meier analysis, using 20 larvae per genotype per condition.

### Whole-mount Alcian blue staining and quantification

This protocol was adapted and modified from [32]. To visualize goblet cells, zebrafish larvae (7 dpf) were fixed in 4% PFA at 4 °C for 48 hours, rinsed in 1× PBS for 5 min, and incubated in acidic ethanol (70% ethanol containing 1% concentrated HCl) for 10 min. Alcian blue stains secreted acidic mucins rather than goblet cells directly; therefore, this assay quantifies mucin-positive area and does not measure goblet cell number or density. Larvae were stained in 0.1% Alcian blue (prepared in 3% acetic acid, pH 2.5) for 3 hours at room temperature, washed three times in acidic ethanol, and incubated overnight in acidic ethanol to reduce background staining. Larvae were mounted in 0.7% low-melting-point agarose and imaged under identical illumination and exposure settings. For quantification, images were analyzed in Fiji (ImageJ) using blinded analysis. A region of interest (ROI) corresponding to the mid and distal intestinal segments, defined anteriorly by the hepatic bend and posteriorly by the cloaca, was outlined while excluding extra-intestinal tissues. Images were converted to RGB, and a single fixed color threshold for Alcian blue signal was established using control images and then applied uniformly to all samples within the experiment without per-image adjustment. Threshold values were held constant across genotypes and treatments to avoid segmentation bias. Alcian blue-positive regions were segmented using this fixed threshold, and the Alcian blue-positive area and total ROI area were measured using the Analyze Particles tool. Data are reported as percent Alcian blue-positive intestinal area, calculated as (AB^+^ area/total intestinal ROI area) × 100, reflecting the proportion of the intestinal surface occupied by goblet cell-associated mucin staining. Each dot in quantification plots represents a single larval intestine.

### Immunofluorescence and fluorescence microscopy

Adult zebrafish intestines were fixed in 4% PFA (diluted in 1xPBS) overnight at 4 °C. Intestines were washed twice in 1× PBS. Intestinal segments were then cryoprotected in 15% (w/v) sucrose/PBS at room temperature until sunk followed by sinking in 30% (w/v) sucrose/PBS (overnight at 4 °C). Intestines were mounted in Optimal Cutting Temperature Embedding Medium, then frozen on dry ice. Seven-micrometer cryosections were collected on Superfrost Plus slides. After allowing sections to adhere onto slides, slides were immersed in PBS for 20 min at room temperature. Tissue was blocked for 1 hour at room temperature in 3% (w/v) BSA dissolved in PBST (1× PBS + 0.2% (v/v) Tween 20). Primary antibodies were diluted in blocking buffer. Sections were incubated in primary antibody solution overnight in a humid chamber at 4 °C. The primary antibodies used in this paper was mouse anti-zebrafish gut secretory cell epitopes antibody [FIS 2F11/2] 1/500 (abcam 71286), and chicken polyclonal anti-GFP (ThermoFisher Scientific Cat# PA1-9533). Excess primary antibody was washed by immersing slides in fresh PBST for 1.5 hours. Sections were incubated in secondary antibody solution (prepared in blocking buffer) for 1 hour at room temperature in a humid chamber, protected from light. To stain apoptotic cells, secondary solution was removed then sections incubated in TUNEL reaction mixture following the manufacturer’s suggestion (Roche 12156792910). Lastly, nuclei were stained with Hoechst (Molecular Probes Cat# H-3569) diluted 1:2,000 in PBST for 10 min protected from light. Slides were washed in PBST by brief immersion followed by a 30-min incubation in fresh PBST protected from light. Slides were mounted in Fluoromount Aqueous Mounting Medium.

Zebrafish larvae (6–7 dpf) were incubated in embryo medium with 1% DMSO and 5 mM EdU for 8 hours at 29 °C. Fish intestines were dissected in PBS and fixed in 4% paraformaldehyde in PBS overnight at 4 °C. Guts were washed three times with PBSTx (0.75% Triton X-100 in 1× PBS), blocked for 1 hour in PBSTx + 3% BSA at room temperature, and stained with primary antibodies in blocking buffer overnight at 4 °C. Guts were washed with PBSTx and then stained for 1 hour at room temperature with secondary antibodies and nuclear stain (1/1,000 Hoechst 33258), followed by rinse in PBSTx. EdU detection was performed by incubating guts in Click-iT reaction cocktail for 30 min at room temperature. Guts were washed in PBSTx followed by extra washing in PBS. Whole larval intestines were mounted on microscope slides using Flouromount and visualized.

### EdU proliferation quantification

For imaging-based proliferation assays, whole-mount intestines were imaged by confocal microscopy using identical acquisition settings across experimental groups. EdU⁺ nuclei were quantified either across the entire intestine (baseline genotype comparisons) or within a standardized intestinal ROI spanning the mid-intestine (rearing-condition comparisons), depending on experimental design. Nuclei were identified by DNA staining and EdU⁺ cells were counted using blinded analysis. Percent EdU⁺ values were calculated relative to total epithelial nuclei within the quantified region. Flow cytometry-based EdU quantification was performed on dissociated intestines where indicated to enable unbiased enumeration following acute ligand stimulation.

### Quantification of Anxa4⁺, Lcp1⁺, and TUNEL⁺ cells

Quantification of Anxa4⁺ secretory cells, Lcp1⁺ leukocytes, and TUNEL⁺ apoptotic cells was performed on sagittal intestinal sections using Fiji (ImageJ). Individual villi were manually outlined using the DNA (nuclear) channel to define the epithelial region of interest. Within each villus ROI, Anxa4⁺ , Lcp1⁺ , and TUNEL⁺ cells were detected using a fixed threshold applied uniformly across all samples and counted manually using the cell counter tool. Total epithelial cell number per villus was determined by counting all DNA⁺ nuclei within the same ROI. To account for differences in villus size and cellular density between sections and fish, data were expressed as the percentage of marker-positive cells per villus, calculated as (number of Anxa4⁺ , Lcp1⁺ , or TUNEL⁺ cells ÷ total number of DNA⁺ nuclei within the ROI) × 100. Multiple villi were analyzed per fish to capture intra-intestinal variability. For statistical analysis, measurements from individual villi were averaged per fish, and each fish was treated as a single biological replicate (*n* = 5 per group), thereby avoiding pseudoreplication. Where indicated, individual villus measurements are displayed to illustrate within-sample variability.

### Immunohistochemistry

Adult zebrafish intestines were fixed at 4 °C in BT fixative: 4% PFA, 0.15 mM CaCl_2_, 4% Sucrose in 0.1 M phosphate buffer (pH 7.4). Intestinal segments were processed for paraffin embedding and 5 μm sections collected on Superfrost Plus slides. Tissue was deparaffinized, rehydrated, then boiled in 10 mM sodium citrate pH 6, 0.05% Tween 20 for 20 min at 98 °C to unmask antigen. After cooling sections to room temperature for 30 min, sections were incubated in 3% hydrogen peroxide for 10 min, washed twice in dH_2_O, and once in PBSt (PBS + 0.5% Triton X-100). Sections were then blocked for 1 hour at room temperature in 10% (v/v) normal goat serum (NGS)/PBSt followed by overnight incubation in primary antibody solution (prepared in blocking buffer) in a humid chamber at 4 °C. The primary antibodies used in this paper were: mouse anti-PCNA 1:5,000 (Sigma P8825), rabbit anti-Lcp1 1:1,000 (GeneTex GTX124420) and a custom anti-zebrafish NOD2 antibody (1:1,000, Biologics International Corp (BIC)). Slides were washed three times in PBSt and tissue incubated in SignalStain Boost Detection Reagent (HRP, Rabbit or Mouse) for 30 min at room temperature. Colorimetric detection was done by incubating in SignalStain DAB Chromogen solution for 5 min. Sections were counterstained with Alcian blue (Aldrich 19,978-8) for 3 min, counterstained in quarter-strength Hematoxylin Gill III (Leica Ca.# 3801542) for 30 s, dehydrated in ethanol, cleared with toluene and mounted in DPX.

### Microscopy

Histological samples were imaged on a ZEISS AXIO A1 compound light microscope with a SeBaCam 5.1MP camera. Confocal images were captured on an Olympus IX-81 microscope fitted with a CSU-X1 spinning disk confocal scan-head, Hamamatsu EMCCD (C9100-13) camera and operated with PerkinElmer’s Volocity. Confocal z stack image processing was done in Fiji.

### Quantification and statistical analysis

Statistical analyses were performed using R. The statistical tests, group statistics, and P values used in each experiment are described in the respective figure legends.

## Supporting information

S1 Fig NOD2 protein expression in adult WT and *nod2*^−*/*−^ intestines. **A–D)** Representative sagittal sections of 4-month-old cohoused WT and *nod2*^*−/−*^ adult intestines immunostained with a custom anti-zebrafish NOD2 antibody. Images were taken at 20× (A, C) and 40× (B, D) magnification. *n* = 5 fish per genotype (mixed sex). Scale bars = 50 μm. Icon indicates the developmental stage at which the experiment was performed.
(TIF)

S2 Fig Single-cell expression of *nod2* across epithelial, stromal, and immune lineages in WT adults. **A, B)** tSNE plot (left) of single-cell RNA-seq from WT adult epithelial and stromal cells (*n* = 3,613), annotated by cell type. Heatmap (right) shows average expression of *nod2* and NOD2-pathway genes across epithelial and stromal clusters. **C, D)** tSNE plot (left) of single-cell RNA-seq from WT adult intestinal immune cells (*n* = 823), annotated by lineage. Heatmap (right) shows average expression of *nod2* and pathway-associated genes across immune subsets. The data underlying the graph in this figure are available in S11 Data.
(TIF)

S3 Fig Identification of intestinal immune cell populations in WT and *nod2*^−*/*−^ intestines. **A)** tSNE visualization of leukocytes from WT (left) and *nod2*^*−/−*^ (right) zebrafish intestines (6-month-old, cohoused), colored by immune cell type based on transcriptional clustering and marker gene expression. Major immune subsets identified include T cells, ILC3s, ILC2s, macrophages, granulocytes, B cells, and dendritic cells (DCs). **B)** Dotplot representation of the expression levels of established markers in the indicated cell types from integrated data set. The data underlying the graph in this figure are available in S12 Data.
(TIF)

S4 Fig NOD2 deficiency enhances leukocyte-recruitment gene signatures in epithelial and stromal compartments. **A)** tSNE plots of intestinal epithelial cells (IECs; blue) and stromal cells (pink) from 6-month-old, cohoused WT and *nod2*^*−/−*^ zebrafish. **B)** Heatmaps show differential expression of immune cell recruitment-associated genes in IECs and stromal cells. (For all genes adjusted *P*-value ≤ 0.05). The data underlying the graph in this figure are available in S13 Data.
(TIF)

S5 Fig NOD2 is required for epithelial proliferation in the developing zebrafish gut. **A)** Immunofluorescence images of whole-mount intestines from conventionally reared WT and *nod2*^*−/−*^ larvae (7 dpf), shown in rostral-to-caudal orientation from the base of the intestinal bulb to the cloaca. EdU⁺ cells (magenta) and nuclei (blue, DNA) are shown in merged false-colored images. White arrowheads highlight regions where *nod2*^*−/−*^ intestines lacking EdU⁺ cells. Scale bars = 150 μm. **B)** Quantification of total EdU⁺ cells per gut in WT and *nod2*^*−/−*^ larvae (7 dpf), determined from whole-mount confocal images by counting EdU⁺ nuclei across the entire intestinal epithelium. Each point represents an individual larva; *nod2*^*−/−*^ intestines exhibit a significant reduction in proliferating cells. P-values were calculated using Mann–Whitney *U* test. Icon indicates the developmental stage at which the experiment was performed. The data underlying the graph in this figure are available in S14 Data.
(TIF)

S6 Fig Loss of NOD2 decreases intestinal epithelial proliferation with sex-specific effects. **A)** Representative sagittal sections of posterior intestine from 6-month-old WT and *nod2*^*−/−*^ zebrafish, separated by sex. Sections were stained for proliferating cell nuclear antigen (PCNA; brown) and counterstained with Alcian blue to visualize goblet cells (cyan). Images are shown in rostral-to-caudal orientation and were collected from comparable posterior intestinal regions using identical imaging settings. Scale bars = 20 μm. **B)** Quantification of epithelial proliferation shown as the percentage of PCNA⁺ epithelial cells per villus in WT and *nod2*^*−/−*^ intestines, analyzed separately in males and females. Multiple regions of interest were analyzed per fish; measurements were averaged per fish, and each point represents an individual measurement obtained from multiple images per fish intestine (*n* = 5 zebrafish per genotype). *P*-values were calculated using Mann–Whitney *U* test or Kruskal–Wallis test. Icon indicates the developmental stage at which the experiment was performed. The data underlying the graph in this figure are available in S15 Data.
(TIF)

S7 Fig NOD2 deficiency alters epithelial and immune cell populations and increases apoptosis in a sex-dependent manner. **A)** Representative sagittal sections of WT and *nod2*^*−/−*^ intestines (6-month-old, cohoused adults) stained for DNA (nuclei), secretory cells (2F11/Anxa4), pan-leukocyte marker (Lcp1), and apoptotic cells (TUNEL). Merged panels show combined staining with outlined villus structures. Images are shown in rostral-to-caudal orientation. **B–D)** Quantification of % Anxa4^+^ cells (B), % Lcp1^+^ cells (C), and % TUNEL+ cells (D) from multiple sections of WT and *nod2*^*−/−*^ intestines. Multiple regions of interest were analyzed per fish; measurements were averaged per fish, and each point represents an individual measurement obtained from multiple images per fish intestine (*n* = 5 zebrafish per genotype). Scale bars = 50 μm. *P*-values were calculated using Mann–Whitney *U* test or Kruskal–Wallis test. Icon indicates the developmental stage at which the experiment was performed. The data underlying the graphs in this figure are available in S16 Data.
(TIF)

S8 Fig Loss of NOD2 impairs expression of pattern specification genes in the intestinal epithelium. **A)** Heatmap illustration of representative pattern specification processes gene expression in *nod2*^*−/−*^ versus WT adult intestinal epithelium (for all genes, adjusted *p*-value ≤ 0.05). **B)** Feature plots showing relative expression of select patterning genes (*bambia*, *camk2g1*, *pak1*, *sox21a*) in WT and *nod2*^*−/−*^ intestinal epithelium. Expression is reduced across enterocyte (EC) and lower right epithelial (LRE) clusters in *nod2*^*−/−*^ intestines, indicating broad loss of epithelial patterning cues. The data underlying the graphs in this figure are available in S17 Data.
(TIF)

S1 Data Source data for Fig 1B-F showing fish weight, fish length, gut length, and gut length normalized to body length or body weight in 6-month-old adult WT and *nod2^−/−^* zebrafish.

S2 Data Source data for Fig 1G-K showing 16S rRNA microbiota analyses of 6-month-old adult cohoused WT and *nod2^−/−^* zebrafish intestines.

S3 Data Source data for Fig 1L-P showing 16S rRNA microbiota analyses of 6-month-old adult single-housed WT and *nod2^−/−^* zebrafish intestines.

S4 Data Source data for Fig 2B-H showing marker gene expression, cell type-associated gene ontology terms, differentially expressed genes, and immune-related transcriptional changes in WT and *nod2^−/−^* intestinal cell populations.

S5 Data Source data for Fig 2K-L showing Lcp1^+^ cell abundance and spatial distribution across intestinal compartments in 18-month-old co-housed WT and *nod2^−/−^* zebrafish intestines.

S6 Data Source data for Fig 3A-B, G–H, and J showing progenitor cell gene ontology terms, growth and development gene expression, and EdU or PCNA-based quantification of intestinal epithelial proliferation in WT and *nod2^−/−^* zebrafish.

S7 Data Source data for Fig 4A, C-D, F-H, and J showing cell death gene expression, Anxa4^+^ secretory cell abundance, TUNEL^+^ cell abundance, Alcian blue^+^ goblet cell abundance, villus length, and DSS-associated goblet cell changes in WT and *nod2^−/−^* zebrafish intestines.

S8 Data Source data for Fig 5A-B, D, F, and H-I showing epithelial and immune cell gene ontology terms, differentially expressed hormone-response genes, estrogen-response gene expression, and sex-stratified intestinal *vtg* gene expression in WT and *nod2^−/−^* zebrafish.

S9 Data Source data for Fig 6B, D, F, H, J, and L showing EdU^+^ cell abundance, Alcian blue^+^ goblet cell area,and *Tg(mpeg1)* macrophage abundance in WT and *nod2^−/−^* larval intestines following E2, tamoxifen, and/or DSS treatment.

S10 Data Source data for Fig 7A-C showing Kaplan-Meier survival analyses of WT and *nod2^−/−^* larvae exposed to DSS-induced intestinal injury following vehicle, E2, or tamoxifen treatment.

S11 Data Source data for Fig S2A-D showing average expression of *nod2* and NOD2 pathway-associated genes across epithelial, stromal, and immune cell lineages in WT adult zebrafish intestines.

S12 Data Source data for Fig S3B showing immune cell marker gene expression across transcriptionally defined intestinal leukocyte populations in WT and *nod2^−/−^* zebrafish intestines.

S13 Data Source data for Fig S4B showing differential expression of immune cell recruitment-associated genes in intestinal epithelial and stromal cells from 6-month-old co-housed WT and *nod2^−/−^* zebrafish.

S14 Data Source data for Fig S5B showing EdU⁺ cell abundance across the entire intestinal epithelium of 7 dpf WT and *nod2^−/−^* zebrafish larvae.

S15 Data Source data for Fig S6B showing sex-stratified PCNA^+^ epithelial cell abundance in posterior intestinal sections from 6-month-old WT and *nod2^−/−^* zebrafish.

S16 Data Source data for Fig S7B-D showing sex-stratified Anxa4^+^ secretory cell abundance, Lcp1^+^ leukocyte abundance, and TUNEL^+^ apoptotic cell abundance in 6-month-old WT and *nod2^−/−^* zebrafish intestines.

S17 Data Source data for Fig S8A showing differential expression of representative pattern specification genes in WT and *nod2^−/−^* adult intestinal epithelium.

## Abbreviations

ASVs: amplicon sequence variants
CD: Crohn’s disease
Ct: cycle threshold
DSS: dextran sulfate sodium
HRM: high-resolution melting
ISC: intestinal stem cell
LREs: lysosome-rich enterocytes
MDP: muramyl dipeptide
NOD2: Nucleotide-binding Oligomerization Domain containing 2
PBS: phosphate-buffered saline
PVP-I: polyvinylpyrrolidone-iodine
ROI: region of interest
UMIs: unique molecular identifiers

How the deposited data were processed for this re-analysis (not part of the article)

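The deposited files hold UMI counts per gene and cell that the authors made with Cell Ranger against the GRCz11 genome, and they were read without any change. No normalization had been applied to them. All 11490 deposited cells were used, since the libraries contain cells outside the limits that the methods state.

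Cells were clustered with Seurat 5.3.0 and Matrix 1.6.5 in R 4.3.3, with log-normalized counts, 2000 variable genes asked for, canonical correlation integration of both libraries, 50 principal components and a resolution of 0.8. Before this, 261 genes set down for reporting were kept out of the variable genes, so that they did not shape the classes. Genes named only for their large ratios were picked later and were not kept out, so they could shape the classes. Clusters were named from marker genes. A marker counted where its level was at least 2 times that of the median cluster, after 10 CPM were added to both, and it was detected in at least 5% of the cells; a class needed 3 markers, and its best marker had to reach 0.6 of the fold of the 10th leading gene, while no other class could have more markers among the 10 leading genes. Leukocyte sub-clusters were named in the same way, with markers compared with the cells outside the leukocytes. Any cluster with low median UMIs for its library and no marker among its 10 leading genes was left without a name, which applied to sub-clusters 0 and 3, both with T cell markers. The markers were fixed beforehand, but this scoring was changed 4 times after the contents of the clusters and their cells per library had been seen. Doublet scores came from the Scrublet method in scanpy 1.11.5, which made 0 automatic calls; in 1 alternative the cells with a score above the 95th percentile of their library were removed, 245 in WT and 240 in nod2−/−, fewer than 5% because cells tied at the percentile were kept.

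UMIs were summed per class and library in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. TMM factors came from edgeR 4.0.16. Ratios carry exact conditional binomial intervals. Lists of genes were summarized by their median log2 ratio after 5 CPM were added to both libraries, and set against 10000 random lists matched on mean CPM in 20 bins. Lists for hepatocytes, pancreatic acinar cells, pancreatic islets, erythrocytes, oocytes, estrogen targets, the vitellogenins and the NOD2 pathway were written before the counts were opened but after the gene names of the supplementary tables had been seen; the other lists are tables of the paper.

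The genes named are those that the sentences and captions on the single-cell data name for a comparison and, in the epithelium and in leukocytes, the 5 with the largest rise and the 5 with the largest fall among genes with at least 20 CPM in a library; 1 gene picked by this rule is not reported. Counts of bambia, and of the patterning genes in single classes, were added after the other results had been seen. Where a symbol stands for several identifiers, each was counted apart. The arithmetic was checked on simulated data in which 200 genes of a class, each with at least 20 UMIs, were changed. The intervals held the simulated ratio for 95.0% of the changed genes in the epithelium, 98.5% in leukocytes, 97.0% in enterocytes and 98.5% in progenitors. A lowered list was at percentile 0 in each class. Pooled counts were drawn with counting error only, which is what the intervals assume. The simulation therefore does not test variation between cells or fish, clustering or free RNA. Enrichment of gene ontology terms was not repeated, because the supplementary tables of differential expression are incomplete.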

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

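In this part, the tests on the hepatocyte list, on UMIs per cell over classes, on markers per vitellogenin UMI and on doublets were chosen only after the result was seen; the other tests were written down beforehand.

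A signal from liver cells appeared in the deposited cells, whose number is the one that the paper gives, and the paper discusses no hepatocytes. A cluster with hepatocyte markers holds 20 nod2−/− cells and 2 WT cells. No such cluster was named once cells were filtered by UMIs or genes and mitochondrial UMIs, or by mitochondrial UMIs alone. The paper may therefore have had no such cluster if it filtered its cells. The 9 hepatocyte markers, which were fixed as markers beforehand but chosen for this comparison after the value of the hepatocyte list had been seen, had 147 UMIs in nod2−/− leukocytes and 0 in WT leukocytes, at least 45.7-fold higher. They are not specific to the liver in this tissue, since stromal cells had 139 and 300 UMIs of them, of which tfa gave 138 and 276, and the paper also names tfa for T cells. In the epithelium they had 167 and 501 UMIs, a log2 ratio of 2.22.

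These cells bear on the vitellogenins, which the liver makes for the egg yolk. Of the 20 nod2−/− hepatocyte-like cells, 17 had at least 10 vitellogenin UMIs, with a median of 67 and a maximum of 1741 per cell, whereas the 2 WT cells had 0 among 12630 UMIs. Several explanations for the vitellogenin UMIs in other nod2−/− cells were tested. A response within cells through esr2b predicts more of them in cells with an esr2b UMI, but the share of UMIs in esr2b-positive enterocytes was 0.957 (0.855 to 1.07) times that in esr2b-negative ones of like depth, although a cell without an esr2b UMI can still express the gene. Transcription in proportion to a cell's other RNA predicts more in deeper cells, and the deepest bin of enterocytes had 0.687 times the UMIs per cell of the shallowest. A difference in depth between the libraries is argued against by a log2 ratio of 5.23 (4.66 to 5.85) in the 4080 WT and 3373 nod2−/− epithelial cells with at least 1000 UMIs, each thinned to that number, and by 0.322% and 16.1% of cells with a vitellogenin UMI when all were thinned to 500, and doublets with hepatocytes by the even spread, since the 11 leukocytes with most held 5.85% of the UMIs and none held more than 14.

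A candidate explanation is free RNA from hepatocytes that entered every droplet of the nod2−/− suspension. It needs a like amount in each class, and over the 10 classes with at least 50 nod2−/− cells, the class with most vitellogenin UMIs per nod2−/− cell had 1.42 times those of the class with least; the 10 acinar cells, outside these, had 4 UMIs. It also needs the make-up of the source: per vitellogenin UMI, leukocytes had 0.146 marker UMIs and hepatocyte-like cells 0.152, a ratio of 0.959. This hypothesis was found and tested on the same data, and some values go against a single even source. Single genes were uneven, with 25 UMIs of tfa in leukocytes where 56.4 were expected and 38 of fabp10a where 8.72 were expected. In WT, 149 of the 180 epithelial vitellogenin UMIs were in enterocytes, and ambp, a hepatocyte marker, had 99 WT and 37 nod2−/− UMIs in the epithelium.

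Other values leave the source open. The summed hepatocyte list in leukocytes had a log2 ratio of 0.20 (-0.05 to 0.46), but hp alone gave 218 WT and 76 nod2−/− UMIs of the 236 and 291, and 194 of the WT UMIs were in the 17 granulocytes. The list rose from 2 to 27 UMIs in T cells (4.04) and from 0 to 33 in the rorc sub-cluster, and it fell in granulocytes (-1.55). In macrophages it gave no direction, at -0.49 with an interval of -1.30 to 0.33. It contains the 9 markers, so these values are no separate evidence. In the epithelium it was 0.52 (0.45 to 0.60), and 19 of its 31 identifiers had at least 10 UMIs there. An estrogen response of the intestine predicts a rise of other estrogen targets, whose sum fell with a log2 ratio of -3.40 (-4.88 to -2.22), mostly through greb1; without it the log2 ratio was -1.63 (-3.38 to -0.21), from 24 and 5 UMIs, too few genes to exclude it. Why hepatocytes of the nod2−/− pool carried vitellogenin and those of the WT pool did not was not tested: the genotype, the sex of the fish whose liver was carried over and other differences between the pools cannot be told apart with 1 pool each. The quantitative PCR of the paper is not part of these counts.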

How the results depend on the processing

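No paired analysis was possible because both libraries carry replicate 1 only and nothing pairs single fish. The alternatives were set before the data were examined, as were the gene lists, except 3 naming rules (naming cutoff 0.5, a marker among the top 25 genes, and T cells without the low-UMI condition), which were chosen after seeing the data. Values are log2 ratios unless a percentage is given, and where a value moved, the cause was not tested.

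Under the filter worded in the methods (200 to 2500 UMIs and at most 25% mitochondrial UMIs), which keeps 38.2% of WT and 51.3% of nod2−/− cells, the shares moved to -0.40 for enterocytes, 0.85 for lysosome-rich enterocytes, -1.62 for goblet cells, 0.77 for progenitors, 0.96 for enteroendocrine cells, 1.12 for stromal cells and 0.0714 for leukocytes. The vitellogenins moved to 5.92 in the epithelium and 7.11 in stromal cells, esr2b in the epithelium to 2.42, and esr2a reversed to 0.12. List medians moved to -0.75 (Fig. 3B), -0.0334 (Fig. 4A enterocytes), -2.02 (Fig. 4A enteroendocrine), -0.22 (S4B epithelium), 0.36 (hepatocyte, epithelium), -2.64 and -1.33 (acinar, epithelium and leukocytes), -0.16 (erythrocyte), -0.16 (oocyte) and 2.68 (vitellogenins, epithelium), while the NOD2 pathway in the epithelium reversed to 0.13 and the islet list to -0.41. Any vitellogenin UMI was in 0.994% of WT and 46.0% of nod2−/− epithelial cells, and esr2b in 4.79% and 28.1% of enterocytes.

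With 200 to 2500 genes in place of UMIs, the shares moved to 0.68 for lysosome-rich enterocytes, 0.35 for leukocytes and -3.34 for acinar cells, the stromal vitellogenins to 5.31, epithelial esr2b to 1.47, and the lists to -0.68 (goblet), -1.42 (enteroendocrine), -0.80 and -1.40 (acinar, epithelium and leukocytes) and 0.85 (islet); WT shares with a UMI were 1.97% for vitellogenins in the epithelium and 32.7% for esr2b in enterocytes. With the mitochondrial limit alone, acinar cells moved to -3.54, epithelial vitellogenins to 4.99, and lists to -0.37 (S4B epithelium), 0.12 (hepatocyte), 0.18 (islet) and 1.46 (vitellogenins). With the highest doublet scores removed, goblet cells moved to -1.41, and lists to -1.04 (enteroendocrine), -0.37 (S4B epithelium) and 0.24 (islet).

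Without integration, cycling progenitors moved to -0.69 and acinar cells to -5.89; with 30 principal components acinar cells moved to -3.38. Under the naming cutoff of 0.5 and with a marker among the top 25 genes, goblet cells moved to -0.79, the goblet list to -0.23 and the islet list to 0.19. The mean over cells moved epithelial vitellogenins to 6.00 and esr2b to 1.67, and lists to -0.67 (goblet), -1.26 (enteroendocrine), -0.36 (S4B epithelium), -0.0254 (NOD2 pathway), 0.19 (hepatocyte), -0.68 (acinar), 1.06 (islet), -0.0705 (erythrocyte) and 2.42 (vitellogenins). TMM factors moved esr2b to 1.50, and lists to -0.0812 (Fig. 4A enterocytes), -0.34 (S4B epithelium) and -0.0666 (NOD2 pathway). Genes with at least 10 UMIs gave 0.19 and 1.86 (hepatocyte, epithelium and leukocytes) and -0.10 (estrogen targets, epithelium).

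Among cells with at least 1000 UMIs, thinned to that number, any vitellogenin UMI was in 0.588% of WT and 19.2% of nod2−/− epithelial cells and 46.5% of nod2−/− leukocytes, and esr2b in 10.0% and 27.9% of enterocytes and 1.09% of nod2−/− leukocytes. After thinning to 500 UMIs, the values were 0.322%, 16.1% and 39.9%, then 4.00% and 15.0% for enterocytes and 0.248% for WT leukocytes.

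A resolution of 0.4 or 1.2 moved no cell type share, no list median and no level of epithelial esr2b or the summed vitellogenins. Totals without mitochondrial genes moved none of these list medians or levels. Shares of cells with a UMI were not run under these settings. The 10 bins change only the matching of the random lists, so they could not move a list median. Of single named genes across the alternatives, 42 values besides esr2a moved and 663 stayed within their counting error or, with 0 UMIs in a library, kept their direction; these include the 5 T cell genes without the low-UMI condition. Signs changed for nod2 in the epithelium, to 1.30 under the UMI filter, for zap70 in T cells, to 1.23 at a resolution of 0.4, and for itk in T cells, to 0.11 under the mitochondrial limit; on Seurat's scale ccl20b in the epithelium also did, to 0.16 under the UMI filter. TMM factors shifted the median of all ranked genes by 0.10 in the epithelium, 0.16 in enterocytes, 0.12 in stromal cells, -0.15 in tuft cells and 0.21 in the rorc sub-cluster, and the mean over cells by 0.10 in the epithelium and 0.13 in enterocytes. Not run for want of the class were hepatocyte-like cells under the 3 filters, cycling progenitors under the UMI and mitochondrial filters and without doublets, acinar cells under the UMI filter, and granulocytes without integration and at a resolution of 0.4.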

Differences from the paper's values

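On the scale of Seurat's average log2 fold change, 22 values of the supplementary tables were compared, and all 22 had the same sign here. In enterocytes vtg1 was 6.40 against the paper's 5.67; of the alternatives set before the data were examined, the UMI, gene and mitochondrial filters and 30 principal components closed the gap and the other 6 did not. In the same class esr2b was 1.84 against the paper's 1.94, a gap that the gene filter alone closed. In lysosome-rich enterocytes esr2b was 0.97 against the paper's 0.83, closed by the gene filter and TMM factors and by none of the other 8. In goblet cells esr2b was 1.82 against the paper's 2.198, closed by the gene filter, the removal of doublets and 30 principal components, and by none of the other 7. For cxcl8b.1 in the epithelium the value was 1.44 against the paper's 1.82, closed by the UMI and gene filters and by none of the other 8.

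The paper reports atg4c as raised in nod2−/− macrophages, where 5 WT and 3 nod2−/− UMIs gave a log2 ratio of -1.43. It reports changes of cxcl8b.1 in macrophages and of il22 in ILC3s, where 0 UMIs in both libraries and 2 and 3 UMIs gave no fold. It states that nod2 was below detection, whereas 139 and 75 UMIs were counted over all cells. The paper resolves 13 clusters, where 12 classes were named here. As read from its figure, WT cells make up 0.77 of the pancreatic cells, against 0.96 of the acinar cells here. Under the alternatives compared, that share ran from 0.906 to 0.984.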

Other observations

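In this part, the tests of esr2b against free RNA and against the mix of epithelial classes were chosen only after the result was seen.

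The rise of esr2b in the nod2−/− epithelium was tested against technical explanations. Free RNA would give leukocytes a like level, but nod2−/− enterocytes had 12.5 times the CPM of leukocytes. A different mix of epithelial classes would leave no rise within a class, but the log2 ratio within enterocytes was 1.47, and the lowest among the 5 enterocyte clusters was 1.21, against a mix of enterocyte clusters. A difference between the pools other than the genotype cannot be told apart from it, because each genotype has 1 library. The rise is a hypothesis about the genotype on this ground.

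Among 4283 ranked epithelial genes, the largest rises by the naming rule were in cyp7a1 (ENSDARG00000069018; 6 and 1415 UMIs, log2 ratio 8.51; under the UMI filter 0 and 52 UMIs), vtg1, fkbp5 (ENSDARG00000028396; 815 and 5268, 3.32), sst1.2 (ENSDARG00000033161; 8 and 723, 7.13, or 3.24 with doublets removed) and grn2 (ENSDARG00000088641; 194 and 1297, 3.37, or 5.40 under the gene filter). Falls picked by the same rule were in si:dkey-265e7.1 (ENSDARG00000095293; 2051 and 32, -5.37), si:ch211-214b16.4 (ENSDARG00000074345; 1461 and 5, -7.56), luzp2 (ENSDARG00000068247; 3002 and 126, -3.94, or -1.87 under the UMI filter) and grm8b (ENSDARG00000076508; 1742 and 52, -4.43, or -2.02 under the UMI filter). In leukocytes, lyz (ENSDARG00000057789) had 0 and 1161 UMIs, at least 361-fold higher, igl4v8 (ENSDARG00000079843) 0 and 299, at least 93-fold higher, and vtg1, vtg2 and vtg4 rose as well. The falls were si:ch211-214b16.4, at least 14.7-fold lower, si:ch211-214b16.3 (ENSDARG00000089079), at least 12.2-fold lower, ivns1abpa (ENSDARG00000031100; -3.38), ccl38a.4 (ENSDARG00000041917; -2.96) and piwil2 (ENSDARG00000062601; -5.23).

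Variants linked to the nod2 allele would raise the ratios of neighboring genes. The 50 ranked genes nearest nod2, ordered on the GRCz12tu assembly, had a median absolute log2 ratio of 0.17 against 0.18 for random lists, at percentile 31.4. This argues against a broad rise of the ratios near nod2. Among genes picked by the naming rule, 0 with a known chromosome (6 of 10 in the epithelium, 8 of 10 in leukocytes) shared that of nod2. These genes are too few to decide, since 0 is likely with or without linkage. Single linked genes, and variants elsewhere that differ between the pools, are not excluded. The wording of this verdict was settled after the percentile was seen.

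Lists of other tissues were also compared, as medians with the percentile and then the median with genes at their limit. Hepatocyte genes had 0.07 (100; 1.69) in the epithelium and 0.33 (100; 1.12) in leukocytes. Acinar genes had -0.42 (0; -1.56) and -0.39 (0.845; -0.65), islet genes 0.41 (99.9; 2.21) and -0.01 (56.5; 1.30). In the epithelium alone, erythrocyte genes had 0.02 (77.9; -0.64) and oocyte genes -0.02 (16.5; -0.37). Of these, at least 10 UMIs in the epithelium were found for 12 of 12 acinar, 4 of 4 islet, 2 of 6 erythrocyte and 2 of 7 oocyte identifiers. The medians with genes at their limit leave out genes with too few UMIs for a fold. For hepatocyte genes they rest on 26 identifiers in the epithelium and 13 in leukocytes. For islet genes in leukocytes they rest on 2, for erythrocyte genes on 2 and for oocyte genes on 3. No biological explanation was tested for these lists.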
